# A bovine 3D endometrium-on-a-chip reveals the role of conceptus-derived proteins, CAPG and PDI, in conceptus–endometrial communication

**DOI:** 10.1093/biolre/ioaf077

**Published:** 2025-04-06

**Authors:** Haidee Tinning, Elton J R Vasconcelos, Dapeng Wang, Niamh Forde

**Keywords:** microfluidics, proteomics, transcriptomics, uterine luminal fluid, periimplantation, receptivity

## Abstract

Early embryo loss affects all mammalian species, including humans, and agriculturally important food-producing mammals such as cattle. The developing conceptus (embryo and extraembryonic membranes) secretes proteins that can modify the endometrium and can be critical for early pregnancy processes, such as maternal recognition of pregnancy (MRP) or enhancing uterine receptivity to implantation. For example, a competent bovine conceptus secretes interferon tau (IFNT) to initiate MRP. The bovine conceptus also secretes other proteins at the time of MRP, including CAPG and PDI, which are highly conserved among placental mammals. We have previously shown that these proteins act upon the endometrium to modulate receptivity, embryo development, and implantation in species with different implantation strategies (humans and cattle). We hypothesize that developing a novel 3D bovine endometrium-on-a-chip system will enhance our understanding of the role of conceptus-derived factors in altering the endometrium and/or uterine luminal fluid (ULF) secretion. Here, we have developed a 3D bovine endometrium-on-a-chip system, comprising both stromal and epithelial cell culture combined with culture medium flow. This system better mimics the in vivo endometrium, and endometrial exposure to conceptus-derived factors, than conventional 2D endometrial cell culture*.* We have demonstrated that the conceptus-derived proteins, CAPG and PDI, modulate the endometrial transcriptome and secretory response to promote pathways associated with early pregnancy and alter ULF composition. This work highlights the critical need for more robust and in vivo-like culture systems to study endometrial–conceptus interactions in vitro to further investigate the role of conceptus-derived factors for pregnancy success.

## Introduction

The endometrium, the inner lining of the uterine cavity and a highly heterogeneous specialized tissue, is primarily composed of epithelial and stromal cell types, but also contains microvasculature, immune cells, and stem cells identified in some species [1]. The epithelial cells form a complete monolayer lining the internal cavity of the uterus and can be subcategorized into luminal or glandular epithelial cells. Stromal cells lie below the epithelial monolayer, making up the bulk of the endometrial tissue [2].

The epithelial cells, and particularly the glandular epithelial cells (in the form of uterine glands), secrete histotroph into the uterine cavity, which contributes to the uterine luminal fluid (ULF) found within the uterine cavity. The ULF can also contain secretions from the oviductal cells [3] and from an embryo/conceptus itself if present [4, 5]. The ULF is the source of nutrition for the developing embryo/conceptus prior to placentation [6]. Studies involving endometrial epithelial gland knockouts in both mouse and sheep have demonstrated the critical importance of endometrial glands supporting early pregnancy, particularly conceptus elongation and the implantation process [7–9].

Much of what is known about early pregnancy in mammals has been achieved using in vivo animal studies or traditional in vitro techniques, which involve the culture of cells (either primary or immortalized). In vivo studies require large numbers of animals to be sufficiently powerful to produce statistically significant results, are extremely expensive, often require ethical approval, and require a lot of hands-on work and sample processing [10]. In vivo techniques may also not be able to identify low-abundant molecules (such as conceptus-derived factors) due to these being diluted by bodily fluids (such as ULF). Although invaluable, in vivo animal work can be difficult to achieve and to interpret the results due to variability between animals and between study designs [10]. In addition, initiatives such as NC3Rs aim to reduce, replace, and refine the use of animals in research [11], and as such, alternatives to in vivo animal research should be explored at every opportunity.

As an alternative to in vivo models*,* in vitro cell culture studies are well established and routinely used in many laboratories, can be high throughput, and do not usually require ethical approval. However, it has been demonstrated that cells grown in this manner experience abnormal proliferation and differentiation [12]. Cell culture growth medium is usually added to a culture vessel and left static for a period (often 48 h or more), resulting in depleted nutrient availability and increased metabolic waste exposure [13], neither of which represents most biological systems. Additionally, conventional cell culture is conducted on a 2D flat culture ware surface, with adherent cells growing in a monolayer [12]. This does not well recapitulate most biological tissues or systems, including the endometrium. Tissues are more complex containing multiple cell types in a three-dimensional (3D) conformation, which contributes to their function. Innovative approaches to the in vitro culture of mammalian cells aim to overcome some of these limitations and bridge the gap between in vivo animal studies and in vitro traditional culture techniques [12, 14].

Advances in 3D modeling approaches have identified and produced in vitro models that better recapitulate the in vivo tissue structure or environment [14]. Recent examples include microfluidic systems [15], organ-on-a-chip devices [16], scaffolds/extracellular matrix culture supports [17], and porous membranes [18]. These novel techniques have been developed to overcome the limitations of conventional in vitro cell culture and can be applied to investigating endometrial–conceptus interactions. Microfluidic systems provide the opportunity to produce systems where fluid can be pushed through a small chip/channel at a set rate of flow [15]. The channel must be less than 1 mm in width or depth to be classified as a microfluidics device [19]. Initially designed to study the physics of fluid movement, microfluidics can be combined with cell culture by loading cells into the chip or channel before applying flow and using culture medium as fluid within the system. Microfluidics can be used to recapitulate a flow rate similar to that of the system being investigated; for this reason, microfluidics is often used in the study of blood vessel formation and function under high shear stress [20]. Culturing cells in medium that is continuously replenished better mimics the in vivo environment, as in vivo the cells are continuously nutritionally supplied and metabolic waste is removed by the circulatory system*.* By using a device designed to culture multiple cell types, usually in a 3D structure or in series (i.e., different cell types in a series of compartments), it is possible to recapitulate a certain organ or system [16]. Organ-on-chip (OoC) approaches have been developed for many aspects of reproduction, including the oviduct [21], placenta [22], and the process of implantation [23], and were recently reviewed in detail [24]. Many groups have fabricated endometrial microfluidic systems in humans, including a 3D system incorporating endometrial epithelial, stromal, and microvasculature cells under flow [25]. A more complex example of endometrium bioengineering is the development of a multiorgan-on-a-chip system, which recapitulates the human menstrual cycle through a series of compartments containing “on-a-chip” versions of the ovary, fallopian tube, uterus, cervix, and liver [26]. The system was shown to develop follicles in vitro, secrete steroid hormones, and tissues maintained their in vivo-like structures in vitro [26]*.* Specifically, in bovine, a recent study described a system whereby bovine endometrial stromal and epithelial cells could be co-cultured, with stromal cells exposed to varying concentrations of glucose and insulin, to mimic the endometrial exposure to factors in the maternal circulation [27].

We therefore aimed to use a 3D organ-on-a-chip bovine endometrium in combination with microfluidics, to study the conceptus–endometrial communication which occurs in vivo around the critical period of MRP. Specifically, we tested the hypothesis that a 3D cell culture microfluidics approach will allow us to understand the functional roles of conceptus-derived proteins during pregnancy recognition. To test this hypothesis, we aimed to 1) develop an in vitro 3D bovine endometrial model in a microfluidic system comprising both epithelial and stromal endometrial cells, 2) identify the secretome of the on-a-chip bovine endometrium to compare to in vivo ULF, and 3) utilize the endometrium-on-a-chip to investigate how the addition of the conceptus-derived proteins impacts the endometrial transcriptome and secretome.

## Materials & methods

Unless otherwise stated, all materials were purchased from Sigma-Aldrich.

### Endometrium-on-a-chip

#### Primary endometrial cell isolation

Bovine endometrial epithelial cells (bEECs) and bovine endometrial stromal cells (bESCs) were isolated from uterine tracts obtained from the local abattoir as described in detail in Ref. [28]. Three uterine tracts in the late-luteal stage of the estrous cycle were selected based on the morphology of the ovaries to represent the appropriate stage of the cycle where the endometrium is receptive and would be exposed to conceptus-derived factors [29]. bESCs and bEECs were cultured in complete bovine medium (RPMI 1640, 10% dextran-coated charcoal-stripped FBS [PAA Cell Culture Company], 1% ABAM) in standard cell culture flasks and purified for 13–14 days postisolation to generate epithelial-enriched and stromal-enriched cell populations. During this time, the bESCs were passaged at a 1:3 ratio on day 7. Differential trypsinization was used to purify the cells, as stromal cells lift from the flask within 1–3 min when exposed to 0.025% trypsin, whereas epithelial cells require 5–10 min exposure to 0.25% trypsin. Cells were then visually assessed for purity using a light microscope to be over 95% enriched for either bESCs or bEECs, as previously confirmed by flow cytometry [27].

#### Seeding of endometrium-on-a-chip device

Cells were trypsinized, washed in phosphate-buffered saline (PBS), and resuspended in complete bovine medium with 10% exosome-depleted FBS (Gibco); bESCs (passage 2) were adjusted to 200,000 cells/mL, and bEECs (passage 1) were adjusted to 1,000,000 cells/mL. Fifty-five μL (11,000 cells) of the bESC solution was added to the upper static chamber of a μ-Slide Membrane ibiPore Flow ibiTreat microfluidic device (Ibidi, 0.5-μm porous glass membrane, 20% porosity) and incubated for 1 h (38.5°C/5% CO_2_) to facilitate cell adherence (bESCs adhered to the top of the membrane). Two hundred μL bEEC solution (200,000 cells) was then added to the lower chamber. All caps were added to the inlets/outlets to prevent evaporation, immediately inverted (so bEECs adhered to the underside of the membrane), placed into a sterile petri dish, and incubated (38.5°C/5% CO_2_) overnight. Each device was seeded with epithelial and stromal cells isolated from the same animal. No additional coatings were used to promote cell adherence to the device. The microfluidic device was then de-inverted, the lower chamber caps and medium removed, and replenished with exosome-depleted bovine medium (detailed above). The chip was then returned to the incubator (38.5°C/5% CO_2_) for 3–4 days and the bEEC layer confluency visually determined. Medium was replenished every two days from the lower channel inlet.

#### Microfluidic flow treatment system

Recombinant bovine forms of CAPG (rbCAPG) and PDI (rbPDI) were produced as described [28, 30] by Newcastle University Protein and Proteome Analysis Facility (UK) and purified into PBS. Treatments were prepared in exosome-depleted complete bovine medium as follows: 1) vehicle control (VC-PBS), 2) rbCAPG 1000 ng/mL, or 3) rbPDI 1000 ng/mL. Concentrations were previously shown to alter the transcriptome in 2D static culture systems [28, 30]. Treatments were loaded into 5-mL Luer lock syringes (Terumo), capped, and pre-warmed in the incubator to 38.5°C overnight. Bubbles were then removed from the syringes by tapping. A shelf was removed from the incubator, cleaned with 70% ethanol, and placed into a sterile laminar flow hood. A syringe pump (New Era Pump Systems) was wiped with 70% ethanol and placed into the hood on the incubator shelf. The pre-warmed syringes were secured in the pump system, and 0.8-mm ID sterile silicone tubing (Ibidi) was attached with a Luer lock female connector (Ibidi) to the syringe. The tubing was then attached to an elbow Luer connector (Ibidi) and the syringes were manually pushed to fill the tubing with medium until a droplet appeared at the outlet of the elbow Luer connector. The devices were removed from the incubator, and the lower channel was flushed with PBS three times by adding to the inlet and removing from the outlet. The lower channel inlet and outlet were then overfilled to produce a dome of liquid at the surface. The droplet leaving the tubing from the syringe was then connected to the domed liquid inside the lower channel. This linking process was necessary to prevent bubbles. The elbow Luer connector male was then pushed at a 90-degree angle into lower channel inlet of the device and turned back 90 degrees to seal. A short piece of sterile tubing was pre-prepared with a second elbow Luer connector male attached to one end. On the other end, a 1-mL syringe (BD Plastipak) with a blunt needle (SOL-Millennium) was inserted and used to push PBS into the tubing until a droplet formed from the outlet of the elbow Luer connector male. This droplet was then linked to that of the device’s domed medium of the lower channel outlet, again to prevent bubbles from being trapped inside the microfluidic system. The needle was simultaneously removed from the outlet tubing whilst pushing the outlet elbow Luer connector male into the chip outlet at a 90-degree angle and sealing by twisting back 90 degrees. The syringes were then very gently pushed slowly to inject medium through the chip and microfluidic tubing system until the whole system was filled with medium. The end of the outlet tubing was then pushed into a hole made in the lid of a 7-mL sterile bijou to collect the conditioned medium during flow. The complete flow system on the shelf was transferred back to the incubator (38.5°C/5% CO_2_). The pump device was then plugged in, and flow rate was set to 0.8 μL/min and set to run for 24 h to mimic what is produced in vivo, as described below. Two 1 mL samples of VC medium were also placed in the incubator alongside the system for 24 h in duplicate (unconditioned medium). A graphical representation of the 3D endometrium-on-a-chip is seen in Figure 1.

**Figure 1:**
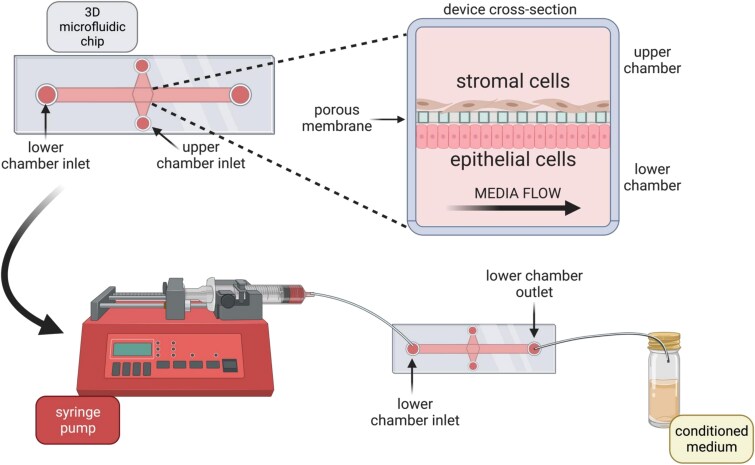
*Design of 3D bovine endometrial Ibidi organ-on-a-chip microfluidic system.* Lower chamber has an inlet on the left, and outlet on the right, which are connected via adaptors and tubing to a syringe containing medium. The syringe is connected to a syringe pump which pushes the syringe plunger to push medium through the lower chamber at 0.8 μL per min. Conditioned medium is collected from the lower chamber outlet. Upper chamber is separated by a porous glass membrane and is static (not under flow). bEECs seeded in lower chamber to underside of membrane and bESCs seeded in upper chamber to confluency. Figure created using biorender.com.

The flow rate of 0.8 μL/min was determined for the 3D endometrium microfluidic channel based on previous experiments [27, 30]. An initial 1 μL/min flow rate was chosen because uterine tubal secretions were found to be 1.43 mL/24 h during diestrus and 1.54 mL/24 h during estrus in cattle [31], with the rate of 1 μL/min equating to 1.44 mL/24 h. To attempt to match the shear stress experienced by the epithelial cells under flow, the flow rate of 1 μL/min was changed to 0.8 μL/min for the 3D culture system based on the dimensions of the channel.

#### Sample collection

After 24 h, the flow of medium was stopped, the pump unplugged, and the whole system moved back to the laminar flow hood. First, the conditioned medium and unconditioned samples were transferred to 2-mL sterile microfuge tubes and stored at 4°C until processing. Then, the syringes were detached from the tubing, and all connectors were uncoupled from the devices and the tubing separated. The devices were flushed with PBS, and the lower flow channel was flushed three times. The upper channel was flushed with 55 μL PBS by using two P200 pipettes, one to push in 55 μL PBS to the inlet and the other to simultaneously extract 55 μL liquid from the outlet—this was also repeated three times. At this point, the devices were visually inspected under a light microscope to ensure the membrane was intact before continuing. Both the upper and lower channels were filled with trypsin solution (0.025% for bESCs or 0.25% for bEECs) and incubated for 3 min. Exosome-depleted complete bovine medium was added to each channel, and cells were collected from the outlets. Device was checked via light microscopy for any remaining adhered cells and to ensure the membrane was still intact, and the trypsinization processes were repeated if needed. Collected cells were centrifuged to pellet at 500 g for 5 min, resuspended in 1 mL PBS to wash, and re-pelleted at 500 g for 5 min. Supernatant was aspirated gently and cell pellets were snap-frozen in liquid nitrogen and transferred to a −80°C freezer.

The conditioned medium collected from the microfluidic lower-chamber flow-through and the unconditioned medium samples were processed to remove debris. First, the medium was centrifuged at 500 g for 10 min to pellet cells. Supernatant was carefully transferred to a new microfuge tube, and the pellet discarded. Then, the supernatant was subjected to a 2000 g 10 min spin to pellet cell debris. Supernatant was carefully transferred to a new Eppendorf, and the pellet discarded. Finally, the supernatant was centrifuged at 14,000 g for 30 min to pellet microvesicles. The resulting supernatant was snap-frozen and stored at −80°C.

### Transcriptome analysis

RNA was extracted from both the bEEC and bESC pellets using the miRNeasy Micro Kit (Qiagen) as per manufacturer’s instructions with on-column DNAse treatment (Qiagen), snap-frozen in liquid nitrogen, and stored at −80°C. RNA libraries were prepared and sequenced by Novogene (Cambridge) as per their standard protocols, which are described here based on information provided. Due to the small amount of RNA recovered, a SMARTer amplification process was performed using SMART-Seq v4 Ultra Low Input RNA Kit for sequencing (Clontech) to synthesize the double-stranded cDNA libraries. Briefly, first-strand cDNA synthesis was performed, followed by template switching and extension, then cDNA amplified by PCR to produce double-stranded cDNA. The amplified cDNA samples were purified with AMPure XP beads and quantified with a Qubit 2.0 fluorometer (Life Technologies). Library prep was then carried out using the Novogene NGS RNA library prep set (PT042). Briefly, the cDNA samples were sheared by the Covaris system, then sheared fragments underwent end-repair, A-tailed, and ligated to sequencing adaptors. During this process, a 200 bp size selection was used. The resulting libraries were then checked with Qubit 2.0 fluorometer (Life Technologies), diluted to 2 ng/μL, insert size checked on an Agilent 2100 Bioanalyzer, and quantified to greater accuracy by qPCR. Quantified libraries were then pooled and sequenced using the Illumina NovaSeq 6000 machine (Illumina, California, USA) with a paired-end 150-bp length read.

RNA paired-end sequencing quality control was assessed through FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc) and MultiQC [32]. Both adapters and low-quality bases (QV < 20) were trimmed from extremities of reads using Trimmomatic [33] with a minimum read length of 30 bp. An average of 53.6 million reads per sample was kept post-trimming for downstream analyses. All libraries were mapped against the bovine ARS-UCD1.3 release-114 reference genome (retrieved from https://ftp.ensembl.org/pub/release-113/fasta/bos_taurus.ARS-UCD1.3.dna.toplevel.fa.gz) through STAR aligner [34] with default parameters. STAR-generated sorted BAM output files were used for assigning read counts to gene features with featureCounts [35] with the following parameters: -p -B -C -M -O --fraction. We relied on Bos_taurus.ARS-UCD1.3.113.gtf annotation file downloaded from https://ftp.ensembl.org/pub/release-113/gtf/bos_taurus.ARS-UCD1.3.113.gtf.gz.

FeatureCounts-generated read count matrix was used as input for differential expression (DE) analyses relying on the DeSeq2 negative binomial distribution model through a local fitting type and a 0.05 false discovery rate (FDR) threshold [36]. Several pairwise comparisons were performed setting the following as the fold-change ratio to be assessed: (i) “Epi_CAPG” / “Epi_VC”, (ii) “Epi_PDI” / “Epi_VC”, (iii) “Str_CAPG” / “Str_VC”, (iv) “Str_PDI” / “Str_VC”. The same read count table for all samples was also submitted to a principal component analysis (PCA) using the varianceStabilizingTransformation(dds, blind = TRUE) and plotPCA() functions from DESeq2 R package. All tools described in this paragraph were run under the R environment version 4.1.0.

Only protein-coding genes and lncRNAs were retained for further analysis. Overrepresentation enrichment analysis of differentially expressed protein-coding gene sets was executed using STRING DB (string-db.org) [37] using the default parameters (FDR < 0.05). Venn diagram analysis was performed using Venny 2.1.0 (bioinfogp.cnb.csic.es) [38]. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [39] and are accessible through GEO Series accession number GSE287563.

### Proteomics analysis of conditioned medium

#### TMT labeling and high-pH reversed-phase chromatography

The samples were depleted of bovine albumin using an albumin depletion kit, according to the manufacturer’s protocol (Thermo Fisher Scientific, Loughborough, LE11 5RG, UK). An equal volume of each depleted sample (equivalent to 20–50 μg protein) was then digested with trypsin (1.25 μg trypsin; 37°C, overnight), labeled with tandem mass tag (TMT) 11 plex reagents according to the manufacturer’s protocol (Thermo Fisher Scientific) and the labeled samples pooled.

The pooled sample was desalted using a SepPak cartridge according to the manufacturer’s instructions (Waters, Milford, Massachusetts, USA). Eluate from the SepPak cartridge was evaporated to dryness and resuspended in buffer A (20 mM ammonium hydroxide, pH 10) prior to fractionation by high-pH reversed-phase chromatography using an Ultimate 3000 liquid chromatography system (Thermo Fisher Scientific). In brief, the sample was loaded onto an XBridge BEH C18 Column (130 Å, 3.5 μm, 2.1 mm × 150 mm, Waters, UK) in buffer A and peptides eluted with an increasing gradient of buffer B (20 mM Ammonium hydroxide in acetonitrile, pH 10) from 0 to 95% over 60 min. The resulting fractions (15 in total) were evaporated to dryness and resuspended in 1% formic acid prior to analysis by nano-LC MS/MS using an Orbitrap Fusion Lumos mass spectrometer (Thermo Scientific).

#### Nano-LC mass spectrometry

High-pH RP fractions were further fractionated using an Ultimate 3000 nano-LC system in line with an Orbitrap Fusion Lumos mass spectrometer (Thermo Scientific). In brief, peptides in 1% (vol/vol) formic acid were injected onto an Acclaim PepMap C18 nano-trap column (Thermo Scientific). After washing with 0.5% (vol/vol) acetonitrile 0.1% (vol/vol) formic acid peptides were resolved on a 250 mm × 75 μm Acclaim PepMap C18 reverse-phase analytical column (Thermo Scientific) over a 150-min organic gradient, using seven gradient segments (1–6% solvent B over 1 min, 6–15% B over 58 min, 15–32% B over 58 min, 32–40% B over 5 min, 40–90% B over 1 min, held at 90% B for 6 min and then reduced to 1% B over 1 min.) with a flow rate of 300 nL/min. Solvent A was 0.1% formic acid, and Solvent B was aqueous 80% acetonitrile in 0.1% formic acid. Peptides were ionized by nano-electrospray ionization at 2.0 kV using a stainless steel emitter with an internal diameter of 30 μm (Thermo Scientific) and a capillary temperature of 300°C.

All spectra were acquired using an Orbitrap Fusion Lumos mass spectrometer controlled by Xcalibur 3.0 software (Thermo Scientific) and operated in data-dependent acquisition mode using an SPS-MS3 workflow. FTMS1 spectra were collected at a resolution of 120,000, with an automatic gain control (AGC) target of 200 000 and a max injection time of 50 ms. Precursors were filtered with an intensity threshold of 5000, according to charge state (to include charge states 2–7) and with monoisotopic peak determination set to peptide. Previously interrogated precursors were excluded using a dynamic window (60 s +/−10 ppm). The MS2 precursors were isolated with a quadrupole isolation window of 0.7 m/z. ITMS2 spectra were collected with an AGC target of 10 000, max injection time of 70 ms, and CID collision energy of 35%.

For FTMS3 analysis, the Orbitrap was operated at 50 000 resolution with an AGC target of 50 000 and a max injection time of 105 ms. Precursors were fragmented by high-energy collision dissociation (HCD) at a normalized collision energy of 60% to ensure maximal TMT reporter ion yield. Synchronous precursor selection (SPS) was enabled to include up to 10 MS2 fragment ions in the FTMS3 scan.

#### Data analysis

The raw data files were processed and quantified using Proteome Discoverer software v2.4 (Thermo Scientific) and searched against the UniProt *Bos taurus* database (downloaded October 2024: 59 258 entries) using the SEQUEST HT algorithm. Peptide precursor mass tolerance was set at 10 ppm, and MS/MS tolerance was set at 0.6 Da. Search criteria included oxidation of methionine (+15.995 Da), acetylation of the protein N-terminus (+42.011 Da), methionine loss from the N-terminus (−131.04 Da) and methionine loss plus acetylation of the protein N-terminus (−89.03 Da) as variable modifications and carbamidomethylation of cysteine (+57.0214) and the addition of the TMT mass tag (+229.163) to peptide N-termini and lysine as fixed modifications. Searches were performed with full tryptic digestion and a maximum of two missed cleavages was allowed. The reverse database search option was enabled, and all data were filtered to satisfy an FDR of 5%. The mass spectrometry proteomics data have been deposited in the ProteomeXchange Consortium via the PRIDE [40] partner repository with the dataset identifier PXD059725.

The resulting list of proteins for each sample was then analyzed in Microsoft Excel for Mac (version 16.92) with Real Statistics Resource Pack software (release 8.9.1, www.real-statistics.com) to determine the fold change in protein abundance between treatment groups and the associated p-value [41]*.* Briefly, as described in detail by Aguilan et al. [41], the data were first filtered to remove any proteins that had no quantitative values (abundance column in Supplementary Table S1) in any sample or replicate (COUNT column in Supplementary Table S1). Then, the data were log2 transformed, normalized by average, and then normalized by slope. Imputation was then performed to replace missing values using the probabilistic minimum imputation for label-free data method, replacing missing values with those of a normal distribution. Fold changes were calculated by taking the average of the vehicle control samples from the average of the rbPDI-/rbCAPG-treated conditioned medium samples. Fold changes for the “in vitro ULF” were calculated by taking the average of the unconditioned medium samples from the average of the vehicle control samples. Proteins with a positive fold change are therefore more abundant, and those with a negative fold change value are less abundant. For rbCAPG/rbPDI samples, p-value significance was calculated by a paired two-tailed *t*-test. All comparisons with a p-value <0.05 were considered significantly different. For the in vitro ULF samples, first, an *F*-test was carried out to determine which proteins displayed a different variance between conditioned and unconditioned samples, as the samples were not paired. For the proteins which had an *F*-test value p < 0.05 a two-tailed two-sample unequal variance t-test was performed, and those that had an *F*-test value p > 0.05 a two-tailed two-sample equal variance *t*-test was performed. Full data shown in Supplementary Table S1. Protein lists were then filtered for p < 0.05 and excluded any that were identified as false for bovine and/or true for contaminant. All significantly differentially abundant proteins between rbCAPG/rbPDI vs vehicle controls were present in all replicates in all treatment groups. All but one of the significantly differentially abundant proteins were present in all samples in the unconditioned vs vehicle control samples. The protein signal peptidase complex subunit 2 (E1BEI2) was only found in one replicate of the unconditioned medium samples. The count of samples with positive abundance per protein and raw abundance data can be seen in Supplementary Table S1.

#### Proteomics data downstream analysis

To first investigate the data, the list of proteins and imputation values (post-normalization, shown in Supplementary Table S1, were placed into a .txt table and loaded into RStudio version 4.2.2 [42]. A box plot was produced using BioStatR version 4.0.1 [43]. A PCA plot was produced using ggfortify version 0.4.16 [44]. Then, to visualize the in vitro ULF data, a volcano plot was produced using the EnhancedVolcano Bioconductor package version 1.16.0 ([45]). This list of in vitro produced ULF proteins identified was then compared to those identified in vivo in other studies, including Forde et al. [5]*.* Data by Forde *et al* were taken from their Supplemental Table S1, which identified 334 proteins present in the ULF from at least three out of four day 16 non-pregnant cattle. The list of 334 proteins was identified by a “NCBI GI number” and so was converted to UniProtKB/Swiss-Prot identifiers to match the identifiers used in this study. One hundred and forty-three proteins were converted to bovine UniProt KB Swiss Prot identifiers using the UniProt ID mapping online tool (uniprot.org/id-mapping) [46]. Enrichment and protein–protein association analysis were carried out using STRING DB (string-db.org) [47].

## Results

### 3D bovine endometrium-on-a-chip secretome

Following proteomics analysis of the conditioned medium, PCA was used to visualize the spread of the data after normalization. The PCA plot (Figure 2A) showed the conditioned medium samples clustered mostly by biological replicate (in PC1), with the two unconditioned medium samples clustered together at the top of the plot (in PC2). The data were then investigated to assess the spread of the individual data points using a box plot (Figure 2B), demonstrating that the data were similar across all sample types. To determine what in vitro ULF secretion occurred, proteins present in the conditioned vehicle control samples produced from the 3D endometrium-on-a-chip microfluidics system that were significantly increased or decreased (p < 0.05) in abundance when compared to the unconditioned medium samples were identified (Figure 3A; Supplementary Table S2). Those that were significantly increased in abundance were then identified (Table 1) and were collectively termed “in vitro ULF” as they were secreted into the conditioned medium in this endometrial model system. Of the 69 enriched in vitro ULF proteins, 49 were mapped by STRING DB. STRING DB interaction analysis of the 49 proteins demonstrated that many of the proteins secreted from the 3D endometrial chip are associated and/or interact with each other (i.e., have edges connecting them to other proteins) (Figure 3B). There were one large cluster and two small unconnected clusters of proteins: metalloendopeptidase (BMP1) and procollagen c-endopeptidase enhancer (PCOLCE), and ATLastin GTPase 3 (ATL3), ribosome binding protein (RRBP1), and signal peptidase complex subunit 2 (SPCS2) (names taken from STRING DB).

**Figure 2:**
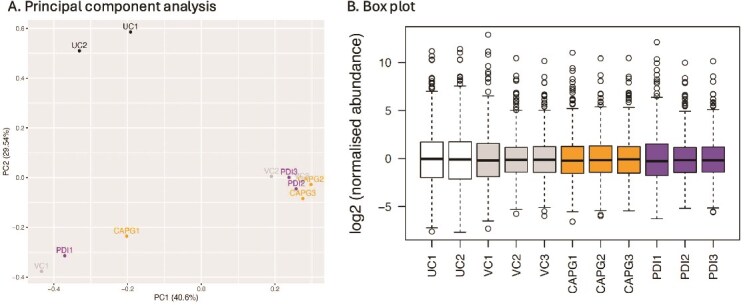
*Overall proteomic analysis of conditioned medium in 3D endometrium-on-a-chip. A.* Principal component analysis plot of conditioned medium from 3D microfluidics device (in vitro ULF). *B.* Boxplot of normalized abundance values for proteins identified in the in vitro ULF. Conditioned medium flowed through bEEC culture chamber connected via porous membrane to static bESC culture chamber. Treatments were added to culture medium flowed through the bEEC chamber at a rate of 0.8 μL/min for 24 h and contained one of the following treatments in biological triplicate: VC = vehicle control, PDI = rbPDI 1 μg/mL, CAPG = rbCAPG 1 μg/mL. Numbers following VC, PDI, or CAPG samples indicate biological replicate. Two unconditioned medium samples were also analyzed. Proteins identified in medium using TMT mass spectrophotometry. PCA and boxplot produced using ggplot in RStudio. Full data in Supplementary Table S1.

**Table 1:** List of “in vitro” ULF secreted proteins. Conditioned medium produced by the endometrium-on-a-chip system conditioned medium flowed through the bEEC chamber. bEEC chamber connected to a static bESC chamber via a porous glass membrane. Enriched proteins present in conditioned medium (n = 3, vehicle control) samples compared to the unconditioned medium (n = 2) samples (p < 0.05). Fold-change and t-test carried out in Excel as described by Aguilan et al. [41]*.* OS = OrganismName, OX = OrganismIdentifier, GN = GeneName, PE = ProteinExistence, SV = SequenceVersion

Accession	Description	*t*-test	fold change
Q3ZCH0	Stress-70 protein, mitochondrial OS=*Bos taurus* OX = 9913 GN=HSPA9 PE = 2 SV = 1	0.00139641	5.05757182
A0A3Q1MJW1	Heterogeneous nuclear ribonucleoproteins A2/B1 OS=*B. taurus* OX = 9913 GN=HNRNPA2B1 PE = 1 SV = 1	0.01010148	4.86060995
F6QEF9	High-mobility group protein HMG-I/HMG-Y OS=*B. taurus* OX = 9913 GN=HMGA1 PE = 3 SV = 1	0.03461813	4.26987059
A0AAA9SYB1	Nephronectin OS=*B. taurus* OX = 9913 GN=NPNT PE = 3 SV = 1	0.00646317	3.99536839
A0A3Q1MLI7	Pro-adrenomedullin OS=*B. taurus* OX = 9913 GN = ADM PE = 3 SV = 1	0.01363125	3.89094397
F1N0W3	Large ribosomal subunit protein uL22 OS=*B. taurus* OX = 9913 PE = 3 SV = 2	0.04747611	3.73549228
F6S1Q0	Keratin 18 OS=*B. taurus* OX = 9913 GN=KRT18 PE = 1 SV = 2	0.00595432	3.62102373
Q3T149	Heat shock protein beta-1 OS=*B. taurus* OX = 9913 GN=HSPB1 PE = 2 SV = 1	0.02644525	3.61720313
A0A3Q1MER0	Small ribosomal subunit protein uS10 domain-containing protein OS=*B. taurus* OX = 9913 PE = 3 SV = 1	0.03688554	3.55004792
Q3ZC35	CCN family member 1 OS=*B. taurus* OX = 9913 GN=CCN1 PE = 2 SV = 1	0.0013274	3.45643383
A0A3Q1LYU3	Atlastin GTPase 3 OS=*B. taurus* OX = 9913 GN = ATL3 PE = 3 SV = 2	0.03630029	3.44215146
P26892	Interleukin-6 OS=*B. taurus* OX = 9913 GN=IL6 PE = 2 SV = 1	0.00495612	3.39997164
P12234	Solute carrier family 25 member 3 OS=*B. taurus* OX = 9913 GN=SLC25A3 PE = 1 SV = 1	0.00128502	3.3199413
E1BEI2	Signal peptidase complex subunit 2 OS=*B. taurus* OX = 9913 GN=SPCS2 PE = 1 SV = 2	0.00677409	3.25501715
P08728	Keratin, type I cytoskeletal 19 OS=*B. taurus* OX = 9913 GN=KRT19 PE = 2 SV = 1	0.00218699	3.16550832
A0A3Q1MTA5	Annexin OS=*B. taurus* OX = 9913 GN = ANXA8L1 PE = 1 SV = 1	0.02515509	3.16184977
F1N6N2	G protein-coupled receptor class C group 5 member A OS=*B. taurus* OX = 9913 GN = GPRC5A PE = 4 SV = 2	0.03504473	3.09752545
F6R5A9	TNFR-Cys domain-containing protein OS=*B. taurus* OX = 9913 PE = 4 SV = 3	0.00726209	3.06538304
Q29S21	Keratin, type II cytoskeletal 7 OS=*B. taurus* OX = 9913 GN=KRT7 PE = 2 SV = 1	0.00330103	2.96285821
P48644	Aldehyde dehydrogenase 1A1 OS=*B. taurus* OX = 9913 GN = ALDH1A1 PE = 1 SV = 3	0.01577837	2.95551424
A0AAA9TRU9	Synaptotagmin binding cytoplasmic RNA interacting protein OS=*B. taurus* OX = 9913 GN=SYNCRIP PE = 1 SV = 1	0.00578826	2.94038927
A0A3Q1LJE5	Dynein axonemal intermediate chain 7 OS=*B. taurus* OX = 9913 GN=DNAI7 PE = 3 SV = 2	0.00754522	2.9313546
A0AAA9TLR8	Protein S100-A4 OS=*B. taurus* OX = 9913 GN=S100A4 PE = 3 SV = 1	0.01195811	2.79052541
A0AAA9T6F1	Reticulon OS=*B. taurus* OX = 9913 GN = RTN4 PE = 1 SV = 1	0.03394337	2.60423401
A0A3Q1M6Q7	Plectin OS=*B. taurus* OX = 9913 GN=PLEC PE = 1 SV = 2	0.00854117	2.589857
Q3SYU2	Elongation factor 2 OS=*B. taurus* OX = 9913 GN = EEF2 PE = 2 SV = 3	0.00300592	2.53961958
F6R695	WAP four-disulfide core domain protein 2 OS=*B. taurus* OX = 9913 GN=WFDC2 PE = 1 SV = 1	0.02242033	2.40262055
P81287	Annexin A5 OS=*B. taurus* OX = 9913 GN = ANXA5 PE = 1 SV = 3	0.01659094	2.38169653
P04272	Annexin A2 OS=*B. taurus* OX = 9913 GN = ANXA2 PE = 1 SV = 2	0.0143677	2.34661696
A0A3Q1LHT7	Ribosome binding protein 1 OS=*B. taurus* OX = 9913 GN = RRBP1 PE = 1 SV = 2	0.0498427	2.30072478
A0AAA9TCQ9	AHNAK nucleoprotein OS=*B. taurus* OX = 9913 GN = AHNAK PE = 1 SV = 1	0.04090394	2.27150044
P11116	Galectin-1 OS=*B. taurus* OX = 9913 GN = LGALS1 PE = 1 SV = 2	0.02270094	2.25462966
P46193	Annexin A1 OS=*B. taurus* OX = 9913 GN = ANXA1 PE = 1 SV = 2	0.01002995	2.24948081
Q2HJ74	Glycine amidinotransferase, mitochondrial OS=*B. taurus* OX = 9913 GN = GATM PE = 2 SV = 1	0.03719533	2.20664046
A0A3Q1MQ34	Filamin B OS=*B. taurus* OX = 9913 GN=FLNB PE = 1 SV = 1	0.00412659	2.16174031
A0A3Q1LVC7	Ezrin OS=*B. taurus* OX = 9913 GN = EZR PE = 1 SV = 1	0.00369976	2.09516894
A0AAA9TTT0	Tropomyosin 1 OS=*B. taurus* OX = 9913 GN = TPM1 PE = 1 SV = 1	0.03086807	2.084422
P68432	Histone H3.1 OS=*B. taurus* OX = 9913 PE = 1 SV = 2	0.01462282	2.06552462
Q27975	Heat shock 70-kDa protein 1A OS=*B. taurus* OX = 9913 GN=HSPA1A PE = 1 SV = 2	0.00994746	1.85779487
P31081	60-kDa heat shock protein, mitochondrial OS=*B. taurus* OX = 9913 GN=HSPD1 PE = 1 SV = 2	0.04442466	1.77972867
E1BCM3	Ring finger protein 215 OS=*B. taurus* OX = 9913 GN = RNF215 PE = 4 SV = 4	0.04414025	1.76151898
G3N2N7	Calpastatin OS=*B. taurus* OX = 9913 GN=CAST PE = 1 SV = 3	0.03134923	1.75560847
A0A3Q1NIF0	Suppressor of tumorigenicity 14 protein homolog OS=*B. taurus* OX = 9913 GN=ST14 PE = 3 SV = 1	0.00919116	1.73867926
A0AAF6Z0W1	Tetraspanin OS=*B. taurus* OX = 9913 GN=CD9 PE = 3 SV = 1	0.00699849	1.65298324
F1N415	Piccolo presynaptic cytomatrix protein OS=*B. taurus* OX = 9913 GN=PCLO PE = 4 SV = 4	0.01634554	1.63902882
Q76LV2	Heat shock protein HSP 90-alpha OS=*B. taurus* OX = 9913 GN=HSP90AA1 PE = 1 SV = 3	0.03573166	1.56556275
A5D7D1	Alpha-actinin-4 OS=*B. taurus* OX = 9913 GN = ACTN4 PE = 2 SV = 1	0.03587523	1.51627415
A0AAA9SH52	Tropomyosin 3 OS=*B. taurus* OX = 9913 GN = TPM3 PE = 1 SV = 1	0.0397162	1.49881124
E1BEV7	Metalloendopeptidase OS=*B. taurus* OX = 9913 GN=BMP1 PE = 4 SV = 3	0.00105104	1.4914068
Q2TBI4	Heat shock protein 75 kDa, mitochondrial OS=*B. taurus* OX = 9913 GN = TRAP1 PE = 2 SV = 1	0.01548942	1.47269384
F1MQ37	Myosin-9 OS=*B. taurus* OX = 9913 GN = MYH9 PE = 1 SV = 3	0.03375011	1.4089709
Q862H7	Protein S100 (Fragment) OS=*B. taurus* OX = 9913 GN=S100A11 PE = 1 SV = 1	0.02028692	1.40124894
E1BBL5	Growth differentiation factor 15 OS=*B. taurus* OX = 9913 GN = GDF15 PE = 3 SV = 3	0.0343462	1.38562079
A0A3Q1M3Z1	Membrane cofactor protein OS=*B. taurus* OX = 9913 GN=CD46 PE = 4 SV = 2	0.01058508	1.37344112
Q2HJB6	Procollagen C-endopeptidase enhancer OS=*B. taurus* OX = 9913 GN=PCOLCE PE = 2 SV = 1	0.04630534	1.29114066
A0AAA9SVD1	Protein disulfide-isomerase A3 OS=*B. taurus* OX = 9913 GN=PDIA3 PE = 3 SV = 1	0.00962281	1.24023743
A0AAA9STV6	Galectin OS=*B. taurus* OX = 9913 GN = LGALS3 PE = 1 SV = 1	0.04512895	1.22212586
A0AAA9SGZ2	Peroxidasin OS=*B. taurus* OX = 9913 GN=PXDN PE = 4 SV = 1	0.00650804	1.18787459
F6PSM0	Dickkopf WNT signaling pathway inhibitor 3 OS=*B. taurus* OX = 9913 GN=DKK3 PE = 3 SV = 1	0.00469896	1.14962269
Q9MZ08	Basal cell adhesion molecule OS=*B. taurus* OX = 9913 GN=BCAM PE = 2 SV = 2	0.01846971	1.14588341
A0AAA9SDR5	Elongation factor 1-alpha OS=*B. taurus* OX = 9913 PE = 3 SV = 1	0.04962782	1.03611334
A0A3Q1NHX9	Fibronectin OS=*B. taurus* OX = 9913 GN=FN1 PE = 4 SV = 1	0.0118817	0.97789813
A0A3Q1LKP0	Peroxisome proliferator activated receptor delta OS=*B. taurus* OX = 9913 GN=PPARD PE = 3 SV = 1	0.0424295	0.85865709
P53712	Integrin beta-1 OS=*B. taurus* OX = 9913 GN=ITGB1 PE = 1 SV = 3	1.4677E-05	0.84947772
A0AAA9SKR8	Ig-like domain-containing protein OS=*B. taurus* OX = 9913 PE = 4 SV = 1	0.01614933	0.7706866
A0AAA9TKA2	Chloride intracellular channel protein OS=*B. taurus* OX = 9913 GN=CLIC1 PE = 1 SV = 1	0.01760014	0.73214085
A0AAA9RXQ2	Pyruvate kinase OS=*B. taurus* OX = 9913 GN=PKM PE = 1 SV = 1	0.0175057	0.59218555
F1MK30	60S ribosomal protein L13 OS=*B. taurus* OX = 9913 GN = RPL13 PE = 3 SV = 2	0.0291477	0.46774254
A3KLR9	Superoxide dismutase [Cu-Zn] OS=*B. taurus* OX = 9913 GN=SOD3 PE = 1 SV = 1	0.03848034	0.42573493

**Figure 3:**
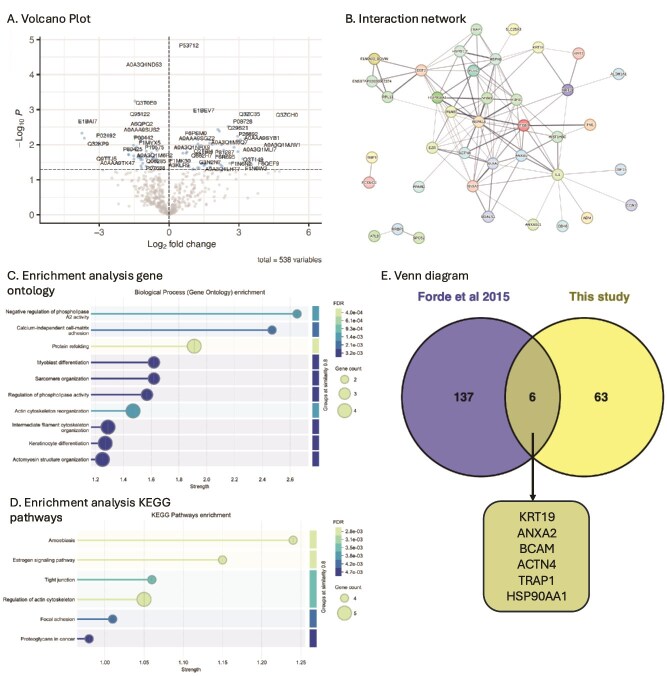
*Protein composition of in vitro endometrium-on-a-chip produced ULF. A.* Volcano plot of differentially abundant proteins presents in conditioned medium (vehicle control) samples compared to the unconditioned medium samples. Samples above the dashed line are significantly changed in abundance between the conditioned (n = 3) vs unconditioned samples (n = 2) (p < 0.05). Conditioned medium flowed through bEEC culture chamber at a rate of 0.8 μL/min for 24 h separated by a porous membrane to a static bESC culture chamber. Figure produced using EnhancedVolcano in R Studio. *B.* String DB analysis of in vitro ULF proteins. Each node represents a protein, and edges (connections) represent functional/physical protein associations with a minimum required interaction score of “medium 0.4”. Thickness of edge represents the strength of supporting data. In vitro secreted proteins determined by comparing conditioned medium produced by the endometrium-on-a-chip system (n = 3 vehicle controls) flowed through the bEEC chamber connected to a static bESC chamber via a porous glass membrane, to the unconditioned medium (n = 2) samples (p < 0.05). Produced using STRING DB. Disconnected nodes removed for clarity *C.* Enriched GO terms and *D.* enriched KEGG pathways associated with proteins secreted in the in vitro ULF. Proteins significantly enriched (positive fold change abundance) in conditioned vehicle control medium samples (n = 3) compared to unconditioned samples (n = 2) (p < 0.05), from endometrium-on-a-chip culture system, were subjected to go term enrichment analysis in STRING DB (FDR <0.05). Strength of enrichment is Log10(observed/expected). Full data in Supplementary Tables S3 and S4. *E.* Venn diagram comparing in vivo ULF proteins to in vitro secreted ULF proteins. In vivo ULF proteins identified by Forde et al. [5] as present in day 16 non-pregnant cattle compared to in vitro ULF proteins identified as secreted by the 3D endometrium-on-a-chip microfluidic system described here. ULF = uterine luminal fluid. Full data in Supplementary Table S5.

Enrichment analysis revealed biological process gene ontology (GO) terms associated with proteins secreted in the in vitro ULF: negative regulation of phospholipase A2 activity, calcium-independent cell-matrix adhesion, and protein refolding as the most significantly enriched (Figure 3C: Supplementary Table S3). Enriched KEGG pathways include amebiasis, estrogen signaling pathway, regulation of actin cytoskeleton, and tight junction (Figure 3D, Supplementary Table S4).

To compare the in vitro ULF proteins secreted in the 3D endometrium-on-a-chip system to those produced in vivo*,* these data were compared to a key study that used mass spectrophotometry to identify proteins present in in vivo non-pregnant bovine ULF on day 16 [5]. This comparison determined that only 6 of the 69 proteins identified here were also found in in vivo ULF on day 16—keratin 19 (KRT19), annexin A2 (ANXA2), basal cell adhesion molecule (BCAM), alpha-actinin-4 (ACTN4), heat shock protein 75 (TRAP1), and heat shock protein HSP 90-alpha (HSP90AA1) (Figure 3E: Supplementary Table S5).

**Table 2:** List of differentially abundant proteins in culture medium following CAPG treatment. rbCAPG added to the culture medium flowing through the microfluidic bovine endometrium-on-a-chip device for 24 h and proteins present in the conditioned medium determined by mass spectrophotometry, differentially abundant proteins identified compared to vehicle control samples (n = 3 biological replicates). OS = OrganismName, OX = OrganismIdentifier, GN = GeneName, PE = ProteinExistence, SV = SequenceVersion

Accession	Description	*t*-test	fold change
A0AAF7A8X1	Capping actin protein, gelsolin like OS=*Bos taurus* OX = 9913 GN=CAPG PE = 1 SV = 1	0.00550567	3.91255064
A0AAA9SSR1	Ribonuclease inhibitor OS=*B. taurus* OX = 9913 GN = RNH1 PE = 1 SV = 1	0.04344961	0.86267244
A0A3Q1NHX9	Fibronectin OS=*B. taurus* OX = 9913 GN=FN1 PE = 4 SV = 1	0.0128835	0.85758831
P55859	Purine nucleoside phosphorylase OS=*B. taurus* OX = 9913 GN=PNP PE = 1 SV = 3	0.01924934	0.852828
A0A3Q1LYU3	Atlastin GTPase 3 OS=*B. taurus* OX = 9913 GN = ATL3 PE = 3 SV = 2	0.00373952	0.61717601
F1MDN4	60S acidic ribosomal protein P0 OS=*B. taurus* OX = 9913 GN = RPLP0 PE = 3 SV = 2	0.00994008	0.57278009
Q1RMR3	Cortactin OS=*B. taurus* OX = 9913 GN=CTTN PE = 1 SV = 1	0.04142314	0.4251496
P28801	Glutathione S-transferase P OS=*B. taurus* OX = 9913 GN = GSTP1 PE = 1 SV = 2	0.04601374	0.23242943
Q3SZ62	Phosphoglycerate mutase 1 OS=*B. taurus* OX = 9913 GN=PGAM1 PE = 2 SV = 3	0.03154839	0.11815717
F1MJK3	Pregnancy zone protein OS=*B. taurus* OX = 9913 GN = LOC506828 PE = 3 SV = 4	0.01650805	−0.0578733
Q3ZC35	CCN family member 1 OS=*B. taurus* OX = 9913 GN=CCN1 PE = 2 SV = 1	0.00177657	−0.1192773
E1BIP4	Elastin microfibril interfacer 2 OS=*B. taurus* OX = 9913 GN = EMILIN2 PE = 4 SV = 4	0.04494762	−0.1310066
A0AAA9TRZ3	receptor protein-tyrosine kinase OS=*B. taurus* OX = 9913 GN = EPHA4 PE = 4 SV = 1	0.0450689	−0.1539647
F1N0X0	Protocadherin 12 OS=*B. taurus* OX = 9913 GN=PCDH12 PE = 4 SV = 1	0.04256698	−0.2485719
Q5EA79	Galactose mutarotase OS=*B. taurus* OX = 9913 GN = GALM PE = 2 SV = 1	0.02100667	−0.2557645
O02659	Mannose-binding protein C OS=*B. taurus* OX = 9913 GN = MBL PE = 2 SV = 1	0.01287941	−0.2735407
P68401	Platelet-activating factor acetylhydrolase IB subunit alpha2 OS=*B. taurus* OX = 9913 GN=PAFAH1B2P68402 PE = 1 SV = 1	0.02799052	−0.27903
A0AAA9S530	Protein FAM3C OS=*B. taurus* OX = 9913 GN=FAM3C PE = 3 SV = 1	0.02262449	−0.3234315
A0A3Q1MBY4	cAMP-dependent protein kinase type I-alpha regulatory subunit OS=*B. taurus* OX = 9913 GN=PRKAR1A PE = 3 SV = 1	0.02247949	−0.3493251
A5PJB8	CTRB1 protein OS=*B. taurus* OX = 9913 GN=CTRB1 PE = 2 SV = 1	0.02133401	−0.3853862
A0A3Q1MY30	Laminin subunit beta 1 OS=*B. taurus* OX = 9913 GN = LAMB1 PE = 4 SV = 2	0.01481081	−0.4225352
A0A452DJ62	Thrombospondin 4 OS=*B. taurus* OX = 9913 GN = THBS4 PE = 3 SV = 1	0.04360104	−0.4881787
A0A3Q1MT60	Macrophage migration inhibitory factor OS=*B. taurus* OX = 9913 GN = MIF PE = 1 SV = 1	0.03459517	−0.5064463
P19879	Mimecan OS=*B. taurus* OX = 9913 GN=OGN PE = 1 SV = 3	0.00497834	−0.7639411

### CAPG alters the secretome of the endometrium-on-a-chip

The addition of rbCAPG to the microfluidic flow altered abundance of 24 proteins in the conditioned medium compared to vehicle control samples, including the CAPG protein as the most highly abundant (Table 2). STRING DB analysis of the 24 proteins mapped 20 proteins to the database and revealed that many nodes had no connecting edges, and therefore no known direct interactions, but revealed some interacting clusters, including osteoglycin/mimecan (OGN) and thrombospondin-4 (THBS4), cortactin (CTTN) and receptor protein tyrosine kinase (EPHA4), and fibronectin (FN1) and CTRB1 protein (LOC618826) (Figure 4A).

**Figure 4:**
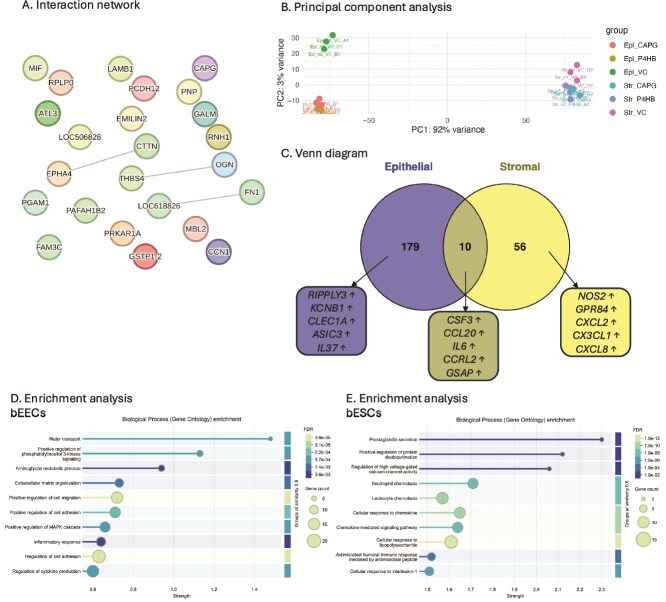
*Impact of CAPG on endometrial secretome and transcriptome. A.* Interaction analysis of differentially abundant proteins in conditioned medium supplemented with rbCAPG compared to vehicle control samples (p < 0.05). Each node represents a protein, nodes with edges represent functional/physical protein associations with a minimum required interaction score of “medium 0.4”. CAPG was added to the culture medium in bEEC culture chamber. Thickness of edge represents the strength of supporting data. Produced using STRING DB. *B.* Principal component analysis of transcriptome of 3D endometrium-on-a-chip epithelial and stromal cells. bEECs and bESCs were cultured in a 3D microfluidic chip, with the bEECs under flow (0.8 μL/min) with culture medium containing rbCAPG (CAPG) or rbPDI (P4HB) 1 μg/mL, or PBS vehicle controls (VC) for 24 h. Epi_ = epithelial cells, Str_ = stromal cells, VC = vehicle control. *C.* Venn diagram of differentially expressed genes in response to rbCAPG treatment. rbCAPG treatment in microfluidic flow through resulted in differentially expressed genes in bovine epithelial and stromal cells when compared to vehicle control samples (n = 3, padj<0.05, fold change <1 or > 1). Produced in Venny. ↑ upregulated, ↓ downregulated. Top 5 up/downregulated genes shown. Full data in Supplementary Table S8. *D.* Biological processes gene ontologies enriched in bovine epithelial cells inside 3D microfluidic organ-on-a-chip device in response to rbCAPG treatment. Analysis carried out in STRING DB, FDR < 0.05, strength of enrichment is Log10(observed/expected). Full data in Supplementary Table S9. *E.* Biological processes gene ontologies enriched in bovine stromal cells inside 3D microfluidic organ-on-a-chip device in response to rbCAPG treatment. Analysis carried out in STRING DB FDR < 0.05, strength of enrichment is Log10(observed/expected). Full data in Supplementary Table S10.

To determine whether CAPG altered any of the in vitro ULF proteins, a comparison of proteins identified as differentially abundant in the conditioned medium compared to the unconditioned samples (Supplementary Table S2), and proteins identified in the CAPG-treated samples as differentially abundant compared to vehicle control samples (Table 2) was performed. Five proteins were identified as differentially abundant in both: fibronectin (FN1), atlastin GTPase 3 (GNSTP1), glutathione S-transferase P (GSTP1), pregnancy zone protein (LOC506828), and CCN family member 1 (CCN1). ATL3 and FN1 were increased (secreted) in the in vitro ULF and further increased following exposure to rbCAPG (Table 3). CCN1 was increased in the in vitro ULF but decreased marginally by exposure to rbCAPG. Pregnancy zone protein was decreased in the in vitro ULF and further marginally decreased by exposure to rbCAPG, whereas GSTP1 was decreased in the in vitro ULF but increased by rbCAPG (Table 3).

**Table 3:** Proteins altered in conditioned medium and in response to rbCAPG. Proteins identified by TMT mass spectrophotometry in conditioned medium from vehicle control (VC) samples n = 3 significantly differentially abundant (p < 0.05) compared to unconditioned medium samples (n = 2) or conditioned CAPG samples (rbCAPG added to medium, n = 3) compared to conditioned VC samples. Conditioned medium obtained after flowing through a 3D microfluidic chip containing bEECs and bESCs. Medium collected after 24 h from the bEEC compartment. OS = OrganismName, OX = OrganismIdentifier, GN = GeneName, PE = ProteinExistence, SV = SequenceVersion

Accession	Protein	Fold change VC vs unconditioned	Fold change CAPG vs VC
A0A3Q1NHX9	Fibronectin OS=*Bos taurus* OX = 9913 GN=FN1 PE = 4 SV = 1	0.97789813	0.85758831
A0A3Q1LYU3	Atlastin GTPase 3 OS=*B. taurus* OX = 9913 GN = ATL3 PE = 3 SV = 2	3.44215146	0.61717601
P28801	Glutathione S-transferase P OS=*B. taurus* OX = 9913 GN = GSTP1 PE = 1 SV = 2	−1.5079072	0.23242943
F1MJK3	Pregnancy zone protein OS=*B. taurus* OX = 9913 GN = LOC506828 PE = 3 SV = 4	−1.5193085	−0.0578733
Q3ZC35	CCN family member 1 OS=*B. taurus* OX = 9913 GN=CCN1 PE = 2 SV = 1	3.45643383	−0.1192773

### CAPG alters the endometrial transcriptome in vitro

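RNA was sequenced from 18 samples of the 3D microfluidic device, in which bovine endometrial epithelial cells (bEECs) lined the chamber under flow and bovine endometrial stromal cells (bESCs) lay on the other side of a porous membrane. Each cell type was collected after 24 h of exposure to vehicle control (VC, PBS), recombinant bovine CAPG (rbCAPG) or recombinant bovine PDI (rbPDI), with each protein at 1000 ng/mL and n = 3 samples in each of the 6 groups. Replicates 1 to 3 came from 3 animals, and each device held both cell types of 1 animal. Libraries were made with a SMART-Seq kit, which amplifies full-length cDNA from small amounts of RNA, and were sequenced as paired-end reads on an Illumina NovaSeq. The authors trimmed the reads with Trimmomatic, aligned them to the bovine reference genome with STAR and counted read pairs on Ensembl genes with featureCounts. Read pairs that matched several places or overlapped several genes were divided among them as fractions, and no strand option was stated for the counting, so genes with near-identical copies and genes that overlap on opposite strands can share reads. The deposited values are therefore estimated counts, given for 36075 genes, and 23.3% of them were not whole numbers. They were rounded to whole numbers before any test. The paper states an average of 53.6 M reads per sample after trimming. The deposited counts, which hold only what was assigned to genes, sum to an average of 34.9 M per sample. These are different measures and need not be equal, and the values reported here use the deposited counts.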

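Total counts ranged from 28206464 to 38124690 in VC bEECs (median 34006143), from 34437801 to 36622769 in rbCAPG bEECs (median 34924196) and from 28898224 to 34929401 in rbPDI bEECs (median 32379614). In bESCs, total counts ranged from 20488416 to 43068216 with VC (median 43032672), from 33656974 to 44253149 with rbCAPG (median 43464779) and from 10072851 to 43378560 with rbPDI (median 43365807). A gene was taken as detected above 3 counts, which is 2.98e-05% of the total in the smallest library and 6.78e-06% in the largest, and such floors cover counting error only, since PCR copies without molecular identifiers are not independent molecules. Between replicates of a group, the counts differed by far more than sampling noise (chi-square per degree of freedom from 93.7 to 445), and no library appeared to be deposited more than once. Counts were normalized by edgeR's TMM method, and edgeR's filterByExpr left 17931 genes with enough counts in the 6 groups. The main test was edgeR's quasi-likelihood test, fitted to all 18 samples with a mean for each group, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1. Calls were counted over all genes and not by biotype. The common biological coefficient of variation between replicates was 0.360. Normalized counts are given as CPM, computed by edgeR with the TMM factors. Gene symbols were taken from Supplementary Tables S6 and S7, which pair 190 Ensembl identifiers with a symbol, and genes outside these tables are not named. Choices that changed the numbers included whether the animal entered the model as a block, whether edgeR or DESeq2 was used, whether both cell types were fitted together, whether the fold change was tested against a minimum, and which samples were kept. The ranges of adjusted p-values given for single genes do not cover the test against a minimum fold change.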

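For the principal component analysis, counts were transformed with DESeq2's variance-stabilizing transformation without knowledge of the groups, and the 500 genes with the largest variance were used. PC1 held 92.4% of the variance and PC2 held 3.01%. On PC1, the 9 bEEC samples scored between 73.0 and 83.4 and the 9 bESC samples between -84.4 and -75.3, a separation larger than the spread within either cell type. On PC2, the 3 VC bEEC samples lay between -31.5 and -22.7, and the 6 bEEC samples with rbCAPG or rbPDI lay between 8.90 and 16.1. The bESC samples were closer together on PC2, with VC between -12.5 and -2.63 and the protein-treated samples between 0.623 and 9.30. The share of PC1 was moved most by using every gene that passed the filter, which lowered it to 76.6%.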

Principal component analysis revealed that the largest contribution to transcriptional difference and clustering between samples was cell type (stromal or epithelial) as expected, with epithelial cell samples clustering separately from stromal cells in PC1 (Figure 4B).

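In bEECs, 92 genes were called between rbCAPG and VC, and all 92 were higher with rbCAPG. At an unadjusted p-value under 0.05 there were 1292 genes. The log2 fold changes of the 92 genes lay between 1.00 and 11.52, with a median of 2.75. For each of them, the 3 rbCAPG samples did not overlap the 3 VC samples, which was also the case for 2755 of all tested genes (15.4%, against 10% by chance for 3 samples against 3 that are exchangeable, which samples that share an animal are not). An exact permutation test of 3 samples against 3 cannot give a two-sided p-value below 0.1, so single genes were judged by edgeR's test, which shares information on the spread across genes. bEEC samples with the same replicate number deviated from their group means together, with a mean correlation across genes of 0.481 over 9 pairs of samples. With the replicate number as a block, which of the alternatives moved the number most, 392 genes were called (365 higher and 27 lower), and 91 of the 92 were among them. Leaving out each of the 6 samples in turn gave between 48 and 77 genes. CXCL3 (ENSBTAG00000037778) rose from 1.75 ± 0.732 CPM (SD, n = 3) with VC to 475 ± 107 CPM (SD, n = 3) with rbCAPG, a log2 fold change of 8.09 (standard error 0.65, adjusted p = 9.24e-06 from edgeR, and from 2.33e-56 to 0.000216 across the alternatives). NFKBIA (ENSBTAG00000016683) rose from 30.2 ± 11.6 to 299 ± 31.0 CPM, a log2 fold change of 3.30 (standard error 0.28, edgeR adjusted p = 9.24e-06, range 3.64e-33 to 0.00154). CXCL2 (ENSBTAG00000027513) rose from 0.774 ± 0.273 to 537 ± 353 CPM, a log2 fold change of 9.44 (standard error 0.82, edgeR adjusted p = 9.24e-06, range 5.21e-54 to 0.000534). CXCL2, CXCL3 and GRO1 are related genes that can share reads, and 15, 16 and 17 of their 18 deposited values, respectively, held a fraction.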

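Among the genes lowest in VC, RIPPLY3 had 0, 1 and 0 counts in the VC bEEC samples and 17, 27 and 73 counts with rbCAPG, which is at least 13.3-fold higher (edgeR adjusted p = 0.0449, from 0.000785 to 0.297 across the alternatives). CLEC1A had 0 counts in every VC bEEC sample and 3, 17 and 38 counts with rbCAPG, at least 6.38-fold higher, and was not called (edgeR adjusted p = 0.165, range 0.00507 to 0.565). IL37 also had 0 counts in the VC samples and had 2, 12 and 12 counts with rbCAPG, at least 2.89-fold higher, and was not called (edgeR adjusted p = 0.243, range 0.0105 to 0.642). In all 3 genes each rbCAPG sample was above each VC sample. For CLEC1A and IL37, however, rbCAPG replicate 1 had 3 and 2 counts, which is not above the 3 counts taken as the floor. The folds given as bounds compare the mean with that floor and do not hold for each sample. Under the replicate block (mean correlation of deviations 0.481 between same-numbered bEEC samples), CLEC1A was called (edgeR adjusted p = 0.0125) and IL37 was not (edgeR adjusted p = 0.160).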

Exposure of epithelial cells to rbCAPG under flow altered expression of 171 protein-coding genes (165 upregulated and 6 downregulated) and 18 long non-coding RNAs (17 upregulated and 1 downregulated) when compared to control (Supplementary Table S6). Similarly, rbCAPG addition altered 61 protein-coding genes (58 upregulated and 3 downregulated) and 5 long non-coding RNAs (all upregulated) in stromal cells when compared to the vehicle control samples (Supplementary Table S7). 

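In bESCs, 17 genes were called between rbCAPG and VC and all 17 were higher with rbCAPG, while 491 genes had an unadjusted p-value under 0.05. The log2 fold changes of the called genes lay between 1.55 and 7.95, with a median of 3.30. The rbCAPG and VC samples did not overlap for any of the 17, and did not overlap for 918 of all tested genes (5.12%, where chance gives 10% for exchangeable samples). The mean correlation of deviations was 0.396 between bESC samples with the same replicate number. As a block, the replicate number gave 86 called genes (84 higher and 2 lower), with all 17 among them. Fitting only the 9 bESC samples left 1 called gene. The number was not stable when samples were left out, and ranged from 0 to 20 genes across the 6 fits. The 0 was reached without VC replicate 1, with 536 genes at an unadjusted p-value under 0.05, and without VC replicate 3, with 471. RND1 (ENSBTAG00000018773) rose from 10.2 ± 1.51 CPM (SD, n = 3) to 150.0 ± 105 CPM (SD, n = 3), a log2 fold change of 3.88 (standard error 0.51, adjusted p = 0.0101 from edgeR, range 2.39e-13 to 0.332 across the alternatives). CXCL2 was already at 40.0 ± 22.0 CPM in VC bESCs and rose to 958 ± 251 CPM, a log2 fold change of 4.59 (standard error 0.65, edgeR adjusted p = 0.0101, range 4.06e-12 to 0.298). GRO1 (ENSBTAG00000037558) rose from 30.2 ± 15.6 to 461 ± 232 CPM, a log2 fold change of 3.93 (standard error 0.56, edgeR adjusted p = 0.0101, range 1.43e-11 to 0.512). NOS2 had 0, 17 and 0 counts in the VC samples and 84, 1620 and 52 counts with rbCAPG, a log2 fold change of 6.35 (standard error 1.25), and was not called (edgeR adjusted p = 0.0862, range 0.000730 to 1.00), though it was called with the replicate block.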

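BIRC3, CXCL2, CXCL3, GRO1, NFKBIA, NFKBIZ, PTGS2, RND1, TNFAIP3, TNIP1 and ZC3H12A were the 11 genes called in both bEECs and bESCs with rbCAPG. There were 38 such genes with the replicate block and with DESeq2 in place of edgeR there were 30, and across the fits that each left out 1 sample there were 0 to 12. Fitting the 9 samples of each cell type alone gave 1, and fitting only the 6 samples compared gave 0. Testing against a log2 fold change of 1 gave 3. CSF3, CCL20, IL6 and CX3CL1 were higher with rbCAPG in both cell types without overlap between the groups, and in the main test each was called in only one cell type or in neither. In bEECs, CSF3 rose from 4, 2 and 0 counts to 81, 137 and 94 counts, a log2 fold change of 5.72 (standard error 1.48, edgeR adjusted p = 0.146, from 0.000106 to 0.525 across the alternatives). In bESCs it rose from 0 counts in every VC sample to 13, 496 and 14 counts, at least 38.2-fold higher (edgeR adjusted p = 0.185, range 5.15e-05 to 1.00). This bound is for the mean and rests mostly on replicate 2, with 0.355, 9.20 and 0.323 CPM in replicates 1 to 3. CCL20 rose from 1.53 ± 1.37 to 58.2 ± 34.1 CPM in bEECs (SD, n = 3), a log2 fold change of 5.25 (standard error 1.18, edgeR adjusted p = 0.0640, range 0.000666 to 0.326). The rise of CCL20 in bESCs was from 0.355 ± 0.439 to 92.8 ± 106 CPM, a log2 fold change of 7.95 (standard error 1.35, edgeR adjusted p = 0.0354, range 1.76e-07 to 0.605). IL6 rose from 204 ± 85.3 to 1329 ± 377 CPM in bEECs, a log2 fold change of 2.70 (standard error 0.65, edgeR adjusted p = 0.0956, range 0.00124 to 0.469). For IL6 in bESCs the rise was from 110.3 ± 83.5 to 1484 ± 339 CPM, a log2 fold change of 3.75 (standard error 0.68, edgeR adjusted p = 0.0482, range 7.19e-07 to 0.686). CX3CL1 had at most 3 counts in each VC sample of either cell type and was at least 31.8-fold higher with rbCAPG in bEECs (edgeR adjusted p = 0.000361, range 9.52e-08 to 0.00550) and at least 7.40-fold higher in bESCs (edgeR adjusted p = 0.0730, range 0.00103 to 0.605). With the replicate block, all 4 genes were called in both cell types, with edgeR adjusted p-values of 0.000106 for CSF3, 0.000666 for CCL20, 0.0464 for IL6 and 0.000136 for CX3CL1 in bEECs, and of 0.00129, 0.00129, 0.0221 and 0.0216 in bESCs.

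**Figure D1:**
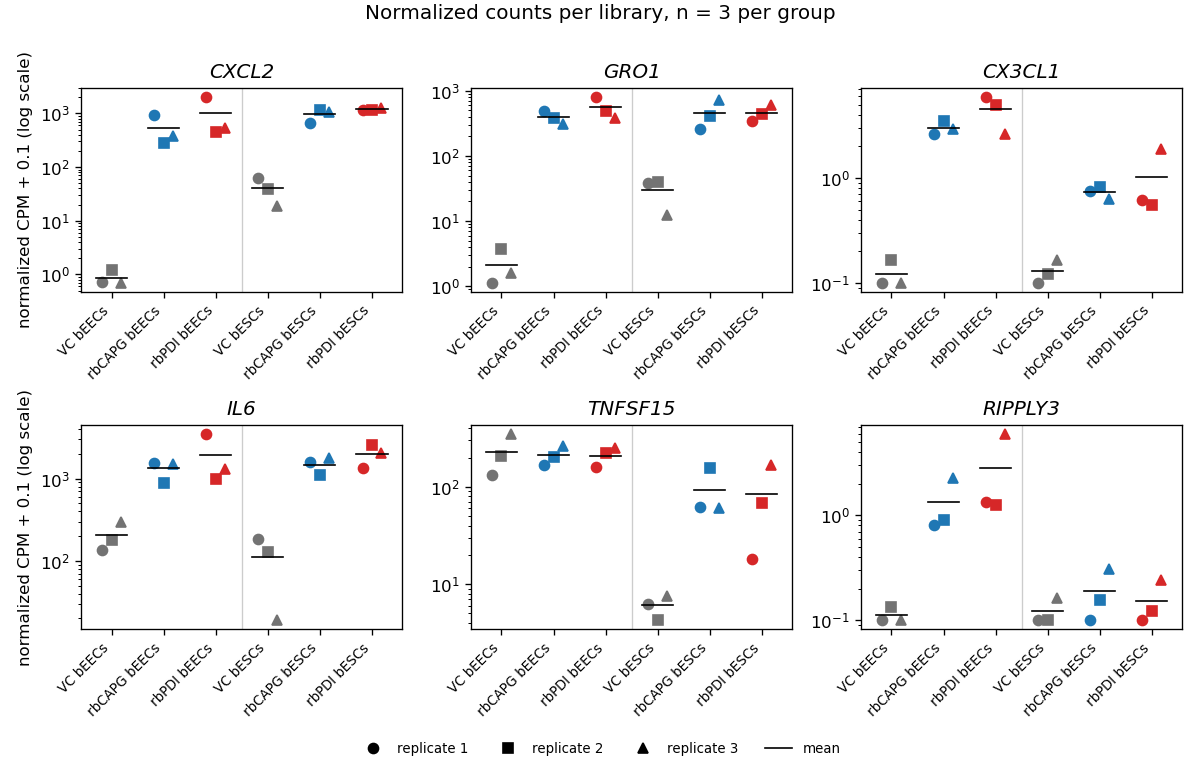
Normalized counts of CXCL2, GRO1, CX3CL1, IL6, TNFSF15 and RIPPLY3 in each of the 18 samples, as CPM + 0.1 on a log axis, by group (VC, rbCAPG and rbPDI in bEECs, then in bESCs). Marker shapes give the replicate number and lines the mean of n = 3 samples, and the 3 rbCAPG samples lie above the 3 VC samples in both cell types for CXCL2, GRO1, CX3CL1 and IL6.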

Ten protein-coding transcripts were commonly altered in both epithelial and stromal cell types (Figure 4C; Supplementary Table S8). 

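The 11 genes called in both cell types were all higher with rbCAPG in both, and so were all 38 with the replicate block. Whether the change with rbCAPG differed between the cell types was tested with an interaction term. This term was past the thresholds for 12 genes, all with the larger log2 fold change in bEECs, and 613 genes had an unadjusted p-value under 0.05. Of the 12 genes, 9 rose in both cell types and 3 changed in opposite directions. Samples of different cell types with the same replicate number had a mean correlation of deviations of 0.175. With the replicate block the term was past the thresholds for 40 genes, the 12 included. Of these 40, 34 had the larger log2 fold change in bEECs and 6 in bESCs. With DESeq2 the numbers were 41 and 6. Across the 12 fits that each left out 1 sample there were between 0 and 12 such genes, with 461 to 610 genes at an unadjusted p-value under 0.05 in the fits that gave 0. The difference in log2 fold change between bEECs and bESCs was 6.25 for CXCL5 (standard error 0.83, edgeR adjusted p = 0.0173, from 7.40e-13 to 0.0986 across the alternatives), 4.79 for CXCL3 (standard error 0.72, edgeR adjusted p = 0.0292, range 2.45e-08 to 0.0986) and 4.85 for CXCL2 (standard error 0.86, edgeR adjusted p = 0.0490, range 4.01e-06 to 0.254). Each of these genes had a lower mean VC level in bEECs. CXCL5 rose from 19.6 to 6283 CPM in bEECs and from 4740 to 19928 CPM in bESCs. CXCL2 rose from 0.774 to 537 CPM in bEECs and from 40.0 to 958 CPM in bESCs. For CXCL3 the values were 1.75 to 475 CPM and 37.4 to 367 CPM. In CPM, the rise was thus larger in bESCs for CXCL5 and CXCL2 and larger in bEECs for CXCL3.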

All 10 shared transcripts were upregulated compared to vehicle control in both stromal and epithelial cell types.

The 171 protein-coding genes altered by rbCAPG compared to vehicle control in epithelial cells in this 3D microfluidic system were subjected to biological processes GO enrichment analysis in STRING DB, which mapped to 154 proteins. 

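The genes of 3 gene ontology terms listed in Supplementary Table S9 were looked up in the rbCAPG bEEC comparison. These genes were listed because the paper called them in the same data, so their direction is not an independent check, and no enrichment was computed, since no term annotation of the tested genes was used here. The paper's gene list behind these terms holds only 16 of the 92 genes called here. Few calls among the term genes were therefore likely from the start and say little about the terms. All 4 genes of water transport (HAS2, CFTR, SLC5A1 and SLC14A1) were higher with rbCAPG, with log2 fold changes from 1.85 to 3.59, and 0 were called, although all 4 had an unadjusted p-value under 0.05. HAS2 had 5, 1 and 0 counts with VC and 11, 18 and 26 with rbCAPG, with a log2 fold change between 2.63 and 4.96 across the alternatives (edgeR adjusted p = 0.143 in the main test, from 0.00751 to 0.509 across the alternatives). All 6 genes of positive regulation of phosphatidylinositol 3-kinase signaling (ROR1, UNC5B, PIK3AP1, TEK, SELP and CSF3) were higher, by 1.04 to 5.72 on the log2 scale, with 0 called and 6 at an unadjusted p-value under 0.05. TEK had 1, 4 and 2 counts with VC and 10, 29 and 16 with rbCAPG, a log2 fold change of 2.97 (standard error 0.72, edgeR adjusted p = 0.0993, range 0.0114 to 0.471, and 0.0445 with the replicate block). The 6 genes of aminoglycan metabolic process (CHST11, ANGPT1, BPNT2, HAS2, PGLYRP3 and CHI3L2) were higher by 1.03 to 5.05 on the log2 scale. Of these, only BPNT2 (listed there under its synonym IMPAD1) was called, at 48.6 ± 6.96 CPM with VC and 99.6 ± 13.4 CPM with rbCAPG (SD, n = 3), a log2 fold change of 1.03 (standard error 0.21, edgeR adjusted p = 0.0394, range 0.000153 to 0.249). When the replicate number was a block, 3 of the 4, 5 of the 6 and 4 of the 6 genes of these terms were called.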

Analysis revealed that water transport, positive regulation of phosphatidylinositol 3-kinase signaling, and aminoglycan metabolic process were the most highly enriched biological processes (Figure 4D: Supplementary Table S9). Enrichment analysis of the 61 protein-coding genes (55 mapped in STRING DB) altered by the addition of rbCAPG when compared to vehicle control samples in stromal cells demonstrated that prostaglandin secretion and positive regulation of protein deubiquitination were the most highly enriched biological process gene ontologies (Figure 4E: Supplementary Table S10).

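In the rbCAPG bESC comparison, prostaglandin secretion was represented by NOS2 and PTGS2 in Supplementary Table S10, and both were higher with rbCAPG. PTGS2 rose from 26.0 ± 11.1 CPM (SD, n = 3) with VC to 412 ± 321 CPM (SD, n = 3), a log2 fold change of 3.99 (standard error 0.57, adjusted p = 0.0101 from edgeR, from 5.61e-12 to 0.605 across the alternatives). NOS2 was called under 5 of the 14 alternatives, the replicate block among them (edgeR adjusted p = 0.00552, within a range of 0.000730 to 1.00). Positive regulation of protein deubiquitination was represented by ZC3H12A and TNIP1, and both were called. ZC3H12A rose from 8.72 ± 0.877 to 33.5 ± 13.6 CPM, a log2 fold change of 1.94 (standard error 0.29, edgeR adjusted p = 0.0122, range 5.95e-08 to 0.605). TNIP1 rose from 73.5 ± 13.8 to 271 ± 109 CPM, a log2 fold change of 1.88 (standard error 0.27, edgeR adjusted p = 0.0101, range 4.58e-09 to 0.647). Cellular response to lipopolysaccharide had 12 genes in the same table, all higher with rbCAPG by 1.75 to 6.35 on the log2 scale, of which 8 were called (CXCL2, CXCL3, GRO1, IL6, NFKBIA, TNFAIP3, TNIP1 and ZC3H12A) and 10 were called with the replicate block. As in bEECs, these genes were listed because the paper called them in these data.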

### PDI alters the secretome of the endometrium-on-a-chip

The addition of rbPDI altered abundance of 27 proteins in the conditioned medium compared to vehicle control samples, with PDI the most highly abundant (Table 4). STRING DB analysis of the 27 proteins mapped to 21 proteins in the STRING database, which revealed that many nodes had no connecting edges, and therefore no known interactions, but revealed a clear main interacting clusters, and a small cluster comprised of gamma-interferon-inducible lysosomal thiol reductase (IFI30) and legumain (LGMN) (Figure 5A). The main cluster is centralized around collagen type V alpha 2 chain (COL5A2) as a “hub” protein. Interestingly, PDI (termed P4HB in Figure 5A) was also shown to interact directly with two of the differentially abundant proteins altered in response to PDI exposure—COL5A2 and CALU.

**Table 4:** List of differentially abundant proteins in culture medium following PDI treatment. rbPDI added to the culture medium flowing through the microfluidic bovine endometrium-on-a-chip device for 24 h and proteins present in the conditioned medium determined by mass spectrophotometry, differentially abundant proteins identified compared to vehicle control samples (n = 3 biological replicates). OS = OrganismName, OX = OrganismIdentifier, GN = GeneName, PE = ProteinExistence, SV = SequenceVersion

Accession	Description	*t*-test	fold change
P05307	Protein disulfide-isomerase OS=*Bos taurus* OX = 9913 GN=P4HB PE = 1 SV = 1	0.00042615	4.47464606
P26892	Interleukin-6 OS=*B. taurus* OX = 9913 GN=IL6 PE = 2 SV = 1	0.02343943	2.54836479
Q2HJB6	Procollagen C-endopeptidase enhancer OS=*B. taurus* OX = 9913 GN=PCOLCE PE = 2 SV = 1	0.0296333	0.59034027
A0AAA9SEK8	Semaphorin 7A OS=*B. taurus* OX = 9913 GN=SEMA7A PE = 3 SV = 1	0.04040619	0.58197926
A0A3Q1M0D3	Heparin binding growth factor OS=*B. taurus* OX = 9913 GN=HDGF PE = 1 SV = 1	0.02075538	0.56895933
Q2NL00	Glutathione S-transferase theta-1 OS=*B. taurus* OX = 9913 GN = GSTT1 PE = 2 SV = 3	0.01747217	0.54067143
A0AAA9SNN4	Phosphoglycerate kinase OS=*B. taurus* OX = 9913 GN=PGK1 PE = 1 SV = 1	0.01627738	0.42874025
F1N2Y2	Collagen type V alpha 2 chain OS=*B. taurus* OX = 9913 GN=COL5A2 PE = 4 SV = 4	0.03815541	0.33555225
A0AAA9TXL7	Cadherin 19 OS=*B. taurus* OX = 9913 GN=CDH19 PE = 4 SV = 1	0.00077795	0.31179641
A0A3Q1LN63	Serpin family B member 1 OS=*B. taurus* OX = 9913 GN=SERPINB1 PE = 1 SV = 1	0.02488382	0.27934918
P55906	Transforming growth factor-beta-induced protein ig-h3 OS=*B. taurus* OX = 9913 GN = TGFBI PE = 1 SV = 2	0.01124876	0.20176283
Q95M12	Legumain OS=*B. taurus* OX = 9913 GN = LGMN PE = 1 SV = 1	0.01980579	0.19598183
F1N5T0	CutA divalent cation tolerance homolog OS=*B. taurus* OX = 9913 GN=CUTA PE = 3 SV = 2	0.04723157	−0.0996288
A0AAA9S6S7	Haloacid dehalogenase-like hydrolase domain-containing protein 2 OS=*B. taurus* OX = 9913 GN=HDHD2 PE = 1 SV = 1	0.04214462	−0.1134378
A0A3Q1NA28	CD166 antigen OS=*B. taurus* OX = 9913 GN = ALCAM PE = 4 SV = 2	0.01155258	−0.1839716
P80724	Brain acid soluble protein 1 OS=*B. taurus* OX = 9913 GN=BASP1 PE = 1 SV = 3	0.03060652	−0.1853319
F1N759	Platelet-derived growth factor receptor beta OS=*B. taurus* OX = 9913 GN=PDGFRB PE = 3 SV = 3	0.02438756	−0.1859041
A0A3Q1NC75	Calumenin OS=*B. taurus* OX = 9913 GN=CALU PE = 1 SV = 2	0.04957712	−0.2160784
Q862H7	Protein S100 (Fragment) OS=*B. taurus* OX = 9913 GN=S100A11 PE = 1 SV = 1	0.03834507	−0.2395831
A0A3Q1M5H7	Mannose receptor C type 2 OS=*B. taurus* OX = 9913 GN = MRC2 PE = 4 SV = 2	0.01224295	−0.2772061
A6QPN6	Gamma-interferon-inducible lysosomal thiol reductase OS=*B. taurus* OX = 9913 GN=IFI30 PE = 2 SV = 1	0.04181588	−0.2832836
A0AAA9T1E6	Joining chain of multimeric IgA and IgM OS=*B. taurus* OX = 9913 GN = JCHAIN PE = 1 SV = 1	0.03422581	−0.2915258
Q2KIC5	Inosine triphosphate pyrophosphatase OS=*B. taurus* OX = 9913 GN=ITPA PE = 2 SV = 1	0.02428514	−0.3381766
E1BBL5	Growth differentiation factor 15 OS=*B. taurus* OX = 9913 GN = GDF15 PE = 3 SV = 3	0.04859836	−0.4081335
F1MN49	Eukaryotic translation initiation factor 5A2 OS=*B. taurus* OX = 9913 GN = EIF5A2 PE = 3 SV = 3	0.04615419	−0.5516617
P80425	Fatty acid-binding protein, liver OS=*B. taurus* OX = 9913 GN=FABP1 PE = 1 SV = 1	0.01761834	−0.6901331
F1MJH0	Serine peptidase inhibitor Kazal type 5 OS=*B. taurus* OX = 9913 GN=SPINK5 PE = 4 SV = 4	0.00473122	−0.7125719

**Figure 5:**
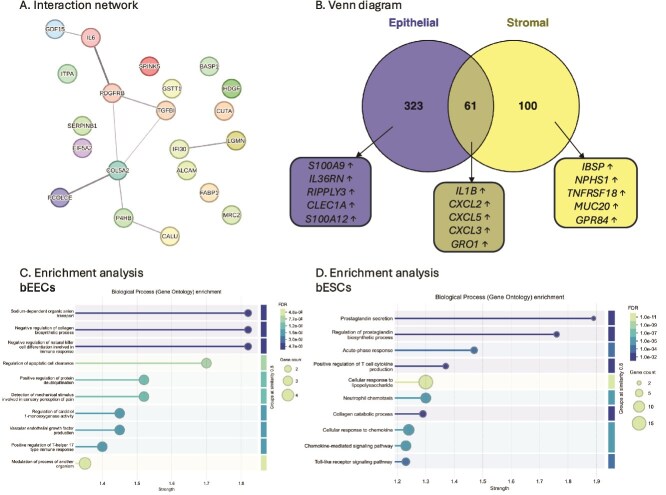
*Impact of PDI on endometrial secretome and transcriptome. A.* Interaction analysis of differentially abundant proteins in conditioned medium supplemented with rbPDI compared to vehicle control samples (p < 0.05). Each node represents a protein, and nodes with edges represent functional/physical protein associations with a minimum required interaction score of “medium 0.4”. PDI (P4HB in figure) was added to the culture medium. Thickness of edge represents the strength of supporting data. Produced using STRING DB. *B.* Venn diagram of significantly altered transcripts in response to rbPDI in different cell types within the bovine endometrium-on-a-chip microfluidic device. Significantly altered transcripts (padj<0.05, >1 or < −1 fold change) enrichment compared to vehicle control samples. ↑ upregulated, ↓ downregulated. Top 5 up/downregulated genes shown. Full data in Supplementary Table S13. *C.* Biological process gene ontologies enriched in bovine epithelial cells inside 3D microfluidic organ-on-a-chip device in response to rbPDI treatment. Analysis carried out in STRING DB FDR < 0.05, strength of enrichment is Log10(observed/expected). Full data in Supplementary Table S14. *D.* Biological process gene ontologies enriched in bovine stromal cells inside 3D microfluidic organ-on-a-chip device in response to rbPDI treatment. Analysis carried out in STRING DB FDR < 0.05, strength of enrichment is Log10(observed/expected). Full data in Supplementary Table S15.

To determine whether PDI altered any of the in vitro ULF proteins, a comparison of proteins identified as differentially abundant in the conditioned medium compared to the unconditioned samples (Supplementary Table S2), and proteins identified in the PDI-treated samples as differentially abundant compared to vehicle control samples (Table 4) was performed. Seven proteins were identified as differentially abundant in both analyses (Table 5): interleukin 6 (IL6), procollagen C-endopeptidase enhancer (PCOLCE), legumain (LGMN), cutA divalent cation tolerance homolog (CUTA), protein S100 (S100A11), growth differentiation factor 15 (GDF15), and fatty acid-binding protein (FABP1). IL6 and PCOLCE were secreted in the in vitro ULF and further increased by rbPDI (Table 5). S100A11 and GDF15 were also secreted in the in vitro ULF but decreased by exposure to rbPDI. CUTA, LGMN, and FABP1 were all decreased in the in vitro ULF (taken up from the medium), and CUTA and FABP1 were all marginally further decreased by rbPDI, whereas LGMN was increased by rbPDI (Table 5).

### PDI alters the endometrial transcriptome in vitro

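With rbPDI, 145 genes were called in bEECs against VC, 138 higher and 7 lower, and 1496 genes had an unadjusted p-value under 0.05. Their log2 fold changes ran from -2.28 to 11.60, with a median of 2.87. The rbPDI and VC samples did not overlap for any of the 145 genes, nor for 2647 of all tested genes (14.8%, with 10% given by chance). With the replicate number as a block, 531 genes were called (460 higher and 71 lower), including all 145, and the 9 pairs of bEEC samples with the same number had correlations of deviations from 0.311 to 0.624. Leaving out 1 sample at a time gave 75 to 123 genes. CXCL3 reached 759.9 ± 349 CPM (SD, n = 3) with rbPDI, a log2 fold change of 8.76 (standard error 0.67, adjusted p = 3.93e-06 from edgeR, from 7.16e-67 to 0.000544 across the alternatives). CXCL2 reached 999 ± 889 CPM, a log2 fold change of 10.33 (standard error 0.84, edgeR adjusted p = 3.93e-06, range 2.33e-65 to 0.000829), and can share reads with CXCL3. NFKBIA reached 338 ± 58.3 CPM, a log2 fold change of 3.48 (standard error 0.29, edgeR adjusted p = 3.93e-06, range 2.71e-37 to 0.00163). RIPPLY3 had 29, 34 and 217 counts and was at least 29.7-fold higher than in VC (edgeR adjusted p = 0.00891, range 1.30e-05 to 0.0851). CLEC1A had 32, 38 and 54 counts and was at least 14.9-fold higher, but was not called (edgeR adjusted p = 0.0563, range 0.000157 to 0.227), while it was called with the replicate block (edgeR adjusted p = 0.00149).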

Exposure of epithelial cells to rbPDI altered expression of 358 protein-coding transcripts (325 increased and 33 decreased compared to vehicle control samples) and 26 long non-coding RNA transcripts (23 increased and 3 decreased compared to vehicle control samples) in the epithelial cells (Supplementary Table S11). 

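In bESCs, rbPDI gave 32 called genes against VC, 31 higher and 1 lower, and 951 genes at an unadjusted p-value under 0.05. The lower gene, ENSBTAG00000013306, has no symbol in the tables used here, was singled out after its values were seen, and had a log2 fold change of -2.35 (edgeR adjusted p = 0.0128). Among the 32 genes, the median log2 fold change was 2.69 and the largest was 8.56, and for 31 of them the rbPDI and VC samples did not overlap. Over all tested genes, 1343 did not overlap (7.49%, against 10% by chance for exchangeable samples). Taking the replicate number as a block, 189 genes were called (177 higher and 12 lower), the 32 included, and the correlations of deviations over the 9 same-numbered pairs of bESC samples ran from 0.129 to 0.668. Fitting only the 9 bESC samples left 1 called gene. Between 7 and 43 genes were called when each sample was left out in turn, with 28 when rbPDI replicate 1, the library with the fewest counts, was the one left out. RND1 reached 196 ± 64.4 CPM (SD, n = 3) with rbPDI, a log2 fold change of 4.27 (standard error 0.52, adjusted p = 0.00526 from edgeR, from 9.88e-17 to 0.0554 across the alternatives). TNIP1 reached 326 ± 53.1 CPM, a log2 fold change of 2.15 (standard error 0.27, edgeR adjusted p = 0.00526, range 5.24e-12 to 0.0974). CXCL2 reached 1204 ± 51.4 CPM, a log2 fold change of 4.91 (standard error 0.66, edgeR adjusted p = 0.00708, range 3.11e-14 to 0.0471).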

In stromal cells, the expression of 153 protein-coding transcripts (138 increased and 15 decreased compared to vehicle controls) and 8 long non-coding RNAs (all increased) were significantly altered following rbPDI supplementation to the culture medium (Supplementary Table S12).

Venn diagram analysis demonstrated that 61 of the genes differentially expressed in response to rbPDI exposure were commonly altered in both cell types (Figure 5B: Supplementary Table S13). 

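With rbPDI, 18 genes were called in both bEECs and bESCs. A symbol was known for 17 of them: BIRC3, CCL20, CCL5, CD40, CX3CL1, CXCL2, CXCL3, GRO1, IL6, NFKBIA, NFKBIZ, PTGS2, RND1, STAP2, TNFAIP3, TNIP1 and ZC3H12A. With the replicate block, 82 genes were called in both cell types, and with DESeq2 in place of edgeR 63 were. Leaving out 1 sample at a time gave 5 to 22 such genes. Other choices left far fewer. Fitting the 9 samples of each cell type alone gave 1, and fitting only the 6 samples compared gave 2. Testing against a log2 fold change of 1 gave 3. IL6 reached 1918 ± 1347 CPM (SD, n = 3) in bEECs with rbPDI, a log2 fold change of 3.23 (standard error 0.67, adjusted p = 0.0268 from edgeR, from 1.30e-05 to 0.162 across the alternatives). In bESCs it reached 2004 ± 631 CPM, a log2 fold change of 4.18 (standard error 0.70, edgeR adjusted p = 0.0164, range 6.86e-09 to 0.279).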

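The 18 genes called in both cell types with rbPDI were higher than VC in both, and with the replicate block 81 of the 82 were. The interaction term, which tests whether the change with rbPDI differed between bEECs and bESCs, was past the thresholds for 17 genes, 15 with the larger log2 fold change in bEECs and 2 with the larger one in bESCs, with 846 genes at an unadjusted p-value under 0.05. Of the 17 genes, 9 rose in both cell types and 8 changed in opposite directions. With the replicate block there were 79 such genes (65 and 14), and the 17 were among them. Leaving out each sample in turn gave 6 to 18. The difference in log2 fold change between the cell types was 5.72 for CXCL3 (standard error 0.73, edgeR adjusted p = 0.00384, from 4.69e-13 to 0.0227 across the alternatives), 6.16 for CXCL5 (standard error 0.82, edgeR adjusted p = 0.00507, range 4.69e-13 to 0.0286) and 5.42 for CXCL2 (standard error 0.87, edgeR adjusted p = 0.0206, range 5.81e-08 to 0.114). VEPH1 went the other way, with 5.37 ± 2.17 CPM in VC and 2.44 ± 0.884 CPM in rbPDI bEECs, against 0.283 ± 0.0568 and 3.41 ± 0.294 CPM in bESCs (SD, n = 3), a difference of -4.68 (standard error 0.75, edgeR adjusted p = 0.0206, range 3.77e-07 to 0.0657). MARCHF3 differed by -2.47 (standard error 0.43, edgeR adjusted p = 0.0361, range 1.92e-05 to 0.145). CXCL5, CXCL3 and CXCL2 had mean VC levels of 19.6, 1.75 and 0.774 CPM in bEECs and 4740, 37.4 and 40.0 CPM in bESCs. With rbPDI their levels were 9433, 760 and 999 CPM in bEECs and 31806, 308 and 1204 CPM in bESCs. In CPM, the rise was thus larger in bESCs for CXCL5 and CXCL2 and larger in bEECs for CXCL3.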

All commonly altered transcripts were upregulated compared to vehicle control in both epithelial and stromal cell types.

Enrichment analysis identified that the addition of rbPDI altered 384 genes in the epithelial cells (329 mapped in STRING DB), which were significantly enriched in biological processes when compared to vehicle control samples, such as sodium-dependent organic anion transport, negative regulation of collagen biosynthetic process, and negative regulation of natural killer cell differentiation involved in immune process (FDR <0.05, Figure 5C, Supplementary Table S14). 

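Of the genes that Supplementary Table S10 assigns to prostaglandin secretion, PTGS2 reached 362 ± 142 CPM (SD, n = 3) in bESCs with rbPDI, a log2 fold change over VC of 3.80 (standard error 0.57, adjusted p = 0.00889 from edgeR, from 8.19e-11 to 0.114 across the alternatives). NOS2 reached 8.44 ± 3.15 CPM, a log2 fold change of 5.95 (standard error 1.24), and was not called (edgeR adjusted p = 0.0790, range 0.00142 to 0.497), while with the replicate number as a block its edgeR adjusted p was 0.00142. For each gene the 3 rbPDI samples lay above the 3 VC samples.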

Biological process GO terms enriched in the stromal cell compartment (141 of 161 genes mapped in STRING DB) included prostaglandin secretion, regulation of prostaglandin biosynthetic process, and acute-phase response as the most highly enriched (FDR <0.05, Figure 5D, Supplementary Table S15).

To understand if there was a protein specific response in the different cell types, we compared DEGs in response to CAPG and PDI exposed bEECs (Figure 6A) and bESCs (Figure 6B). 

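In bEECs, 86 genes were called with both rbCAPG and rbPDI, all higher than VC with each protein, while 6 were called only with rbCAPG and 59 only with rbPDI. The replicate block changed these numbers to 337, 55 and 194, and DESeq2 gave 235, 35 and 146. Of the shared genes, 317 were higher and 20 lower with each protein under the block, and 229 were higher and 6 lower under DESeq2. The 59 genes called only with rbPDI changed in the same direction with rbCAPG in all 59 cases. Their median absolute log2 fold change with rbCAPG was 2.01, and all 59 had an unadjusted p-value under 0.05 there. They were chosen by their change from the same VC samples, so noise in VC can favour the same direction. The agreement that such noise alone would give was not computed. When rbPDI bEECs were compared with rbCAPG bEECs directly, 0 genes were called, and 103 genes had an unadjusted p-value under 0.05. The groups did not overlap for 800 genes (4.46%), where chance gives 10% for exchangeable samples. With the replicate block (mean correlation of deviations 0.481 between same-numbered bEEC samples), the direct comparison also gave 0 called genes, with 333 at an unadjusted p-value under 0.05.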

One hundred and fifty-seven transcripts were commonly altered following rbCAPG and rbPDI treatment, whereas 32 transcripts were specifically in response to rbCAPG and 227 transcripts specific to rbPDI epithelial cells (Figure 6A, Supplementary Table S16). 

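In bESCs, 17 genes were called with both proteins and 15 only with rbPDI, while 0 of the 17 called with rbCAPG (of 491 at an unadjusted p-value under 0.05) were called with rbCAPG alone. The shared genes were AHI1, BIRC3, CCL20, CXCL2, CXCL3, GRO1, IL6, NFKBIA, NFKBIZ, PTGS2, RND1, TNFAIP3, TNFSF15, TNIP1, ZC3H12A and others without a symbol, and all were higher than VC with each protein. With the replicate number as a block, 78 genes were shared (77 higher and 1 lower with each protein), 8 were called only with rbCAPG and 111 only with rbPDI. Fitting only the 9 bESC samples left 1 shared gene. The 15 genes called only with rbPDI all changed in the same direction with rbCAPG, with a median absolute log2 fold change of 1.61. All 15 had an unadjusted p-value under 0.05. As in bEECs, the common VC samples can favour the same direction, and the agreement from their noise alone was not computed. A direct comparison of rbPDI with rbCAPG bESCs called 0 genes, with 319 at an unadjusted p-value under 0.05, and 703 genes did not overlap (3.92%, against 10% by chance for exchangeable samples). With the replicate block it also called 0, with 706 at an unadjusted p-value under 0.05.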

In bESCs, 60 transcripts were commonly altered in response to rbCAPG and rbPDI treatment, whereas six transcripts were altered specifically in response to rbCAPG and 101 transcripts were altered specifically in response to rbPDI (Figure 6B, Supplementary Table S17).

**Figure 6:**
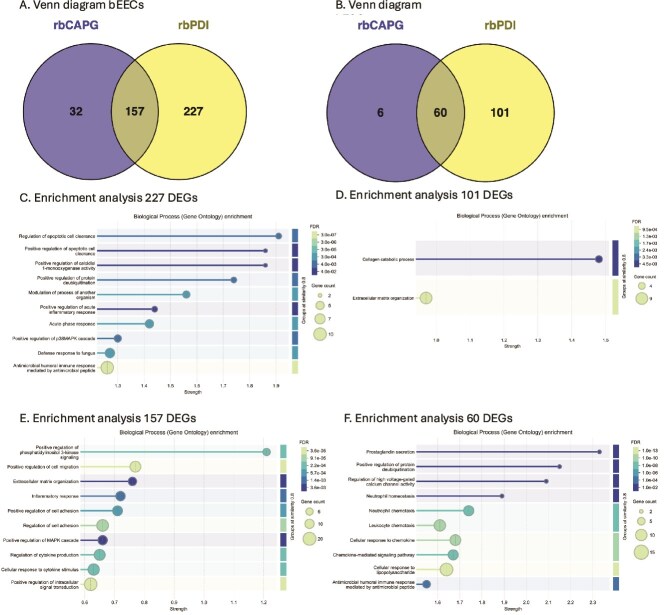
*Response to CAPG and PDI is protein specific.* Venn diagram comparison of rbCAPG and rbPDI induced DEGs in A) bEECs and B) bESCs. Cells treated with 1 μg/mL protein in 0.8 μL/min flow through the bEEC chamber of an endometrium-on-a-chip device also containing bESCs seeded on the other side of a porous membrane. DEGs determined in comparison to vehicle control samples, fold change >1 or < −1 and padj<0.05. Full data in Supplementary Tables S16 and S17. Figures produced in Venny. *C.* Enriched GO terms associated with 177 DEGs specific to rbPDI treatment but not rbCAPG treatment in bEECs. Cells treated with 1 μg/mL proteins under flow and DEGs determined in comparison with vehicle control samples, fold change >1 or < −1 and padj<0.05. Analysis carried out in STRING DB FDR < 0.05, strength of enrichment is Log10(observed/expected). Full data in Supplementary Table S18. *D.* Enriched GO terms associated with 42 DEGs specific to rbPDI treatment but not rbCAPG treatment in bESCs. Cells treated with 1 μg/mL proteins under flow and DEGS determined in comparison to vehicle control samples, fold change >1 or < −1 and padj<0.05. Analysis carried out in STRING DB FDR < 0.05, strength of enrichment is Log10(observed/expected). Full data in Supplementary Table S19. *E.* Enriched GO terms associated with 205 DEGs commonly altered by rbPDI and rbCAPG treatment in bEECs. Cells treated with 1 μg/mL proteins under flow and DEGS determined in comparison with vehicle control samples, fold change >1 or < −1 and padj<0.05. Analysis carried out in STRING DB FDR < 0.05, strength of enrichment is Log10(observed/expected). Full data in Supplementary Table S20. *F.* Enriched GO terms associated with 37 DEGs commonly altered by rbPDI and rbCAPG treatment in bESCs. Cells treated with 1 μg/mL proteins under flow and DEGS determined in comparison to vehicle control samples, fold change >1 or < −1 and padj<0.05. Analysis carried out in STRING DB FDR < 0.05, strength of enrichment is Log10(observed/expected). Full data in Supplementary Table S21.

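Across the 17931 tested genes, the log2 fold changes with rbCAPG and with rbPDI had a Pearson correlation of 0.820 and a Spearman correlation of 0.758 in bEECs, and of 0.560 and 0.541 in bESCs. These correlations are across genes, which are not independent replicates, and both fold changes use the same VC samples. When single samples were compared, the mean correlation was 0.611 in bEECs and 0.425 in bESCs with the same VC sample behind both fold changes, and 0.458 and 0.113 with a different VC sample behind each. Over the genes called with rbPDI, all 145 in bEECs and all 32 in bESCs had the same direction with rbCAPG. The median ratio of the rbPDI to the rbCAPG log2 fold change was 1.14 in bEECs and 1.16 in bESCs. These genes were chosen by their change with rbPDI, so the common VC samples can favour the same direction.

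**Figure D2:**
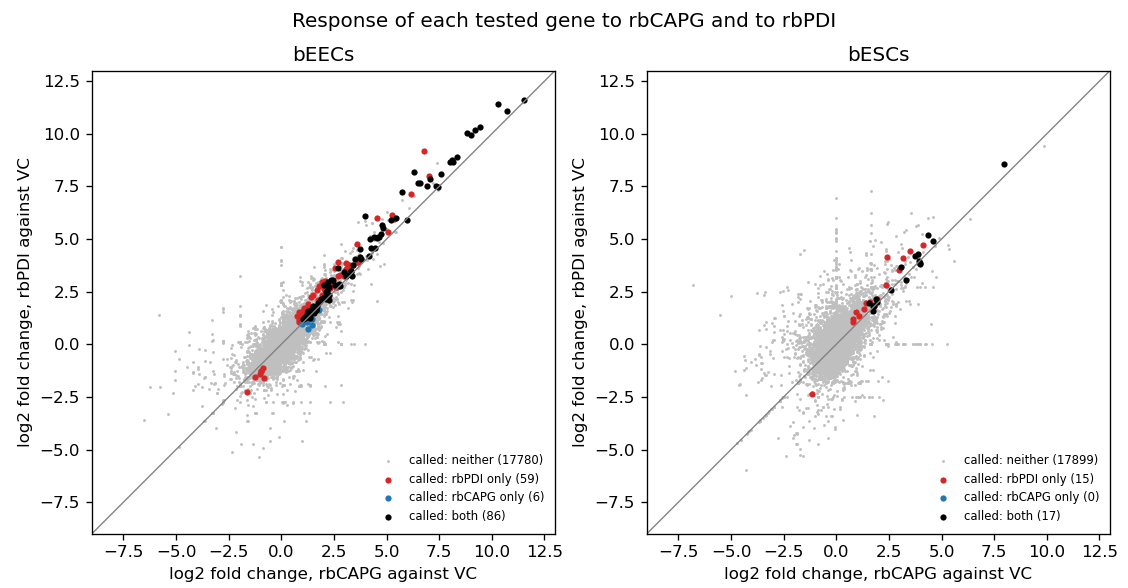
Log2 fold change of each of the 17931 tested genes with rbCAPG (x axis) and rbPDI (y axis) against VC, in bEECs and in bESCs, from 3 samples per group. Colours show genes called with both proteins (86 in bEECs, 17 in bESCs), only with rbPDI (59 and 15), only with rbCAPG (6 and 0) or with neither, the line marks equal change, and the called genes lie along it.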

Enrichment analysis on the 32 transcripts specific to rbCAPG in bEECs or the six transcripts specific to rbCAPG in bESCs did not reveal any significantly enriched GO terms. The 227 transcripts specific to rbPDI in bEECs revealed enrichment in 204 GO terms, including regulation of apoptotic cell clearance, positive regulation of apoptotic cell clearance, and positive regulation of calcidiol 1-monooxygenase activity (Figure 6C, Supplementary Table S18). Enrichment analysis on the 101 transcripts specific to rbPDI treatment in bESCs revealed enrichment in two GO terms: collagen catabolic process and extracellular matrix organization (Figure 6D, Supplementary Table S19). Enrichment analysis on the 157 DEGs commonly elicited by both rbCAPG and rbPDI in bEECs identified 32 enriched GO terms, including positive regulation of phosphatidylinositol 3-kinase signaling, positive regulation of cell migration, and extracellular matrix organization (Figure 6E, Supplementary Table S20). Similarly, analysis on the 60 DEGs commonly altered by both rbCAPG and rbPDI in bESCs identified 80 enriched GO terms, including prostaglandin secretion, positive regulation of protein deubiquitination, and regulation of high voltage-gated calcium channel activity (Figure 6F, Supplementary Table S21).

### Impact of culture model on endometrial response to conceptus-derived proteins

To understand how the 3D endometrium-on-a-chip culture system differs in responding to conceptus-derived proteins, the transcriptional data from the static 2D cell culture transcriptional response to rbCAPG [28] and rbPDI [30] were compared to data produced in this experiment. When epithelial cells were exposed to rbCAPG, 30 DEGs were commonly altered in both the 2D-static and 3D-flow systems, with 159 DEGs specific to the 3D-flow endometrium-on-a-chip system and 512 DEGs specific to 2D culture (Figure 7A: Supplementary Table S22). Second, the stromal cell transcriptional response from both systems was compared, revealing only 11 shared DEGs between both systems, with 55 DEGs specific to the 3D endometrium-on-a-chip system and 29 DEGs specific to the static culture system in response to rbCAPG (Figure 7B: Supplementary Table S23).

**Figure 7:**
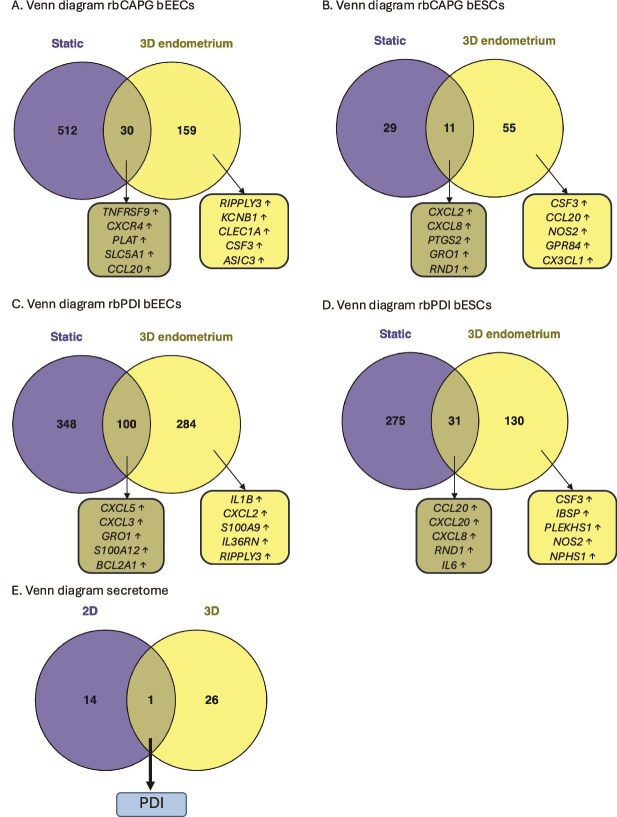
*Comparison of differentially expressed genes or altered secretome from 2D-static vs 3D-endometrium-on-a-chip systems treated with rbCAPG and PDI.* Static culture system was 2D and a single monolayer of cells presented in Chapter 2. 3D endometrium-on-a-chip system is a 3D culture of both epithelial and stromal cells, with rbPDI or rbCAPG applied to the epithelial cell side under flow 0.8 μL/min. Differentially expressed genes (padj <0.05, fold change >1 or < −1) determined following rbCAPG treatment in *A.* bEECs or *B.* bESCs compared to vehicle control samples, or following rbPDI treatment in *C.* bEECs or *D.* bESCs compared to vehicle control samples. ↑ upregulated, ↓ downregulated. Top 5 up/downregulated genes shown. Full data in Supplementary Tables S22–S25. *E.* Comparison of the conditioned medium and secretome of 2D and 3D microfluidic culture systems following rbPDI treatment. 2D culture system from Tinning et al. [30] consisted of bovine endometrial epithelial cells in a simple microfluidic channel in a monolayer. The 3D microfluidic culture system presented here contained both stromal and epithelial cells applied to either side of a porous membrane. Proteins were identified by TMT mass spectrophotometry compared to vehicle control samples (p < 0.05). Full data in Supplementary Table S26.

In epithelial cells exposed to rbPDI, 100 DEGs were commonly altered between 2D-static and 3D-Flow systems, with a further 284 DEGs specific to the 3D-flow and 348 DEGs specific to 2D-static culture (Figure 7C: Supplementary Table S24). Second, the stromal cell transcriptional response from both systems was compared, revealing only 31 shared DEGs between both systems, with 130 DEGs specific to the 3D endometrium-on-a-chip system and 275 DEGs specific to 2D static culture (Figure 7D: Supplementary Table S25). Finally, the secretome of the cells cultured within the 3D endometrium-on-a-chip in response to rbPDI (Table 5) was compared to the secretome of epithelial cells cultured in a 2D microfluidic system in response to rbPDI [30]. No commonly altered proteins were identified (aside from the rbPDI added to the culture medium), 26 proteins were specifically altered in the 3D endometrium-on-a-chip system, and 14 proteins were specifically altered in static 2D culture (Figure 7E: Supplementary Table S26).

**Table 5:** Proteins altered in conditioned medium and in response to rbPDI. Proteins identified by TMT mass spectrophotometry in conditioned medium from vehicle control (VC) samples n = 3 significantly differentially abundant (p < 0.05) compared to unconditioned medium samples (n = 2) or conditioned PDI samples (rbPDI added to medium, n = 3) compared to conditioned VC samples. Conditioned medium obtained after flowing through a 3D microfluidic chip containing bEECs and bESCs. Medium collected after 24 h from the bEEC compartment. OS = OrganismName, OX = OrganismIdentifier, GN = GeneName, PE = ProteinExistence, SV = SequenceVersion

Accession	Protein	Fold change VC vs unconditioned (in vitro ULF)	Fold change PDI vs VC
P26892	Interleukin-6 OS=*Bos taurus* OX = 9913 GN=IL6 PE = 2 SV = 1	3.39997164	2.54836479
Q2HJB6	Procollagen C-endopeptidase enhancer OS=*B. taurus* OX = 9913 GN=PCOLCE PE = 2 SV = 1	1.29114066	0.59034027
Q95M12	Legumain OS=*B. taurus* OX = 9913 GN = LGMN PE = 1 SV = 1	−1.4108192	0.19598183
F1N5T0	CutA divalent cation tolerance homolog OS=*B. taurus* OX = 9913 GN=CUTA PE = 3 SV = 2	−0.7187638	−0.0996288
Q862H7	Protein S100 (Fragment) OS=*B. taurus* OX = 9913 GN=S100A11 PE = 1 SV = 1	1.40124894	−0.2395831
E1BBL5	Growth differentiation factor 15 OS=*B. taurus* OX = 9913 GN = GDF15 PE = 3 SV = 3	1.38562079	−0.4081335
P80425	Fatty acid-binding protein, liver OS=*B. taurus* OX = 9913 GN=FABP1 PE = 1 SV = 1	−1.558239	−0.6901331

## Discussion

To understand how conceptus-derived proteins may alter the transcriptome and secretome of the endometrium in vivo*,* we used a 3D bovine multicellular endometrium-on-a-chip device in vitro to aid in deciphering the complex crosstalk between endometrium and conceptus. We determined how the “in vitro” ULF secretome differed from the in vivo ULF proteins identified [5], and the transcriptional and secretory response to conceptus-derived proteins (CAPG and PDI). Finally, we determined how this differs from traditional static 2D in vitro culture systems. This 3D endometrial model has two chambers separated by a porous membrane, allowing cellular communication through the membrane similar to endometrial and stromal crosstalk that occurs in vivo. The static chamber represents the underlying stromal compartment, and the microfluidic channel under flow represents the uterine lumen and epithelial monolayer lining the endometrial tissue. This design was used to recapitulate the communication that occurs between conceptus and endometrium in vivo. The bovine conceptus elongates to fill the ipsilateral horn by day 16, both horns by day 21[48, 49], with the outermost trophectoderm cells of the conceptus closely aligned with the luminal epithelium. Therefore, the luminal epithelial cells would be exposed to any conceptus-derived secretions first. Using this orientation (Figure 1), the conceptus-derived proteins could be applied under gentle flow, to allow the endometrial response to conceptus-derived proteins, while collection of the conditioned medium also gave an insight into the secretome of the epithelial cells within the system (representing the ULF in vitro).

### ULF proteins secreted by the 3D in vitro endometrium may be involved in adhesion and supporting endometrial development in vivo

Enrichment analysis revealed proteins associated with the GO terms calcium-independent cell-matrix adhesion, actin cytoskeleton reorganization, and intermediate filament cytoskeleton organization. This indicates that many of the proteins secreted into the in vitro ULF may be involved in the establishment of the endometrial tissue within the system. In our system, it took 3–4 days to develop to the epithelium to point of 90% confluence and was left intact for another 24 h. This is a relatively short time-frame and likely resulted in tissue-like compartments still forming an intact monolayer of epithelial cells (forming cell–cell adhesions), and attaching to the underlying substrate (the membrane and/or ibiTreat Ibidi polymer material) (Xavier [50]). Other studies attempting to recapitulate the 3D bovine endometrium in vitro which have assessed tissue structure used culture lengths of 14 [17] and 35 days [51]. Further optimizing the culture medium may produce a secretome, which further matches that of the in vivo produced ULF.

### In vitro bovine ULF has limited similarity to in vivo ULF

Proteomic analysis of the spent conditioned culture medium flowed through the microfluidic channel revealed that 69 proteins were actively secreted (mimicking the ULF secretion). When compared to a published dataset of day 16 non-pregnant bovine ULF proteome [5], only six proteins were shared. Given that only half of the proteins identified in the study by Forde et al. were successfully converted to the same protein identifier used here, it is possible that a greater number of proteins were shared with the proteins secreted in this in vitro system but were lost in the data processing steps.

Of the six identified proteins, both in vitro in the 3D system and in in vivo ULF, keratin 19 has previously been identified as being increased in abundance in the ULF from day 8 pregnant cattle compared to cyclic cattle [52]. Its expression in bovine embryos is higher in in vitro fertilized than in lower competency nuclear transfer embryos [53]. Keratin 19 may therefore be secreted to support conceptus development in cases of lower competency. Annexin A2 is involved in attachment of murine blastocysts in vitro*,* and infusion of annexin A2 artificially into the murine uterus increased the number of implantation sites [54]. Annexin A2 has also been shown to be upregulated during the estrus phase (cycle day 20–22 postovulation) compared to the diestrus phase (cycle days 5–15 postovulation) in cattle, which the authors attribute to rising P4 concentration in the maternal circulation acting upon the endometrium [55]. Conversely, in humans, annexin A2 was found to be more highly expressed in the endometrium during the midsecretory phase (approximately cycle day 21 postmenses start, and approximately day 7 postovulation) compared to the late proliferative phase (cycle days 8–10 postmenses start) [56]. The midsecretory phase corresponds to the stage at which the human embryo implants (days 6–9 postovulation). This may point to an important role in the endometrial production of annexin A2 in supporting implantation, in a species-specific manner.

The protein basal cell adhesion molecule is an immunoglobulin adhesion molecule involved in cell–cell adhesion [57]. It is also highly differentially expressed in the endometrium compared to the conceptus in ovine and interacts with secretory protein LAMA5 [58]. Although little is currently known about its role in implantation, it could be involved in cell–cell adhesion of the conceptus and endometrium during implantation. Although the 3D endometrial model presented here does not fully recapitulate the in vivo secreted ULF. The composition of ULF in vivo varies throughout the estrus cycle [59–62] and by pregnancy stage ([63, 64]; [65]); therefore, the ULF is variable dependent upon exposure to cycle-related changes in maternal hormones and the influence of the conceptus. The 3D endometrium-on-a-chip system presented here could be adapted to investigate the influence of steroid hormone exposure (by adding the upper stromal “maternal-side” chamber) or conceptus-derived factors (by adding to the lower epithelial “conceptus-side” channel. The device can also be used in reverse, with the “maternal-side” stromal cells in the lower flow channel to recapitulate the maternal circulatory system, and has been used to investigate the influence of maternal glucose and insulin concentrations [27], which further influences the secretome in the system.

### CAPG alters the secretome and proteome of the 3D in vitro endometrium-on-a-chip

When rbCAPG was added to the microfluidic flow through on the endometrial epithelial side (replicating the uterine luminal side), it was to replicate how CAPG would be secreted from the conceptus and how the endometrium would be exposed to CAPG in vivo*.* This resulted in a change in the secretome of the in vitro ULF produced. One of the altered in vitro ULF proteins, macrophage inhibitory factor (MIF), was previously identified in the bovine [5] pregnant ULF as a “non-classical ISG protein” (i.e., not associated with a type I interferon response), secreted by bovine epithelial cells in vitro in response to IFNT [66], and shown to be secreted by human endometrial cells in response to hCG [67]. MIF’s main function is as a pro-inflammatory cytokine and has been discussed to have potential roles in many areas of reproductive biology [68]. Interestingly, MIF has been shown to stimulate migration and invasion of trophoblast cell lines in vitro [69] as well as many roles in supporting placental development and function [68]. Therefore, CAPG may be secreted by the conceptus to stimulate the endometrium to secrete MIF, alongside IFNT (or hCG in humans), to support implantation and placentation.

Two other proteins, which were secreted in response to CAPG which are predicted to interact—OGN and THBS4. OGN is a growth factor expressed only in the endometrium and not in the bovine conceptus, and THBS4 is expressed as a ligand on the bovine conceptus [70]. CAPG may activate secretion of these proteins to further promote physical interactions between the conceptus and the endometrium and to stimulate conceptus growth during elongation.

A comparison of the proteins differentially abundant in vitro within the 3D endometrium on a chip system (in vitro ULF proteins) to those altered following exposure to rbCAPG revealed five overlapping proteins—specifically, atlastin GTPase 3 (ATL3) was increased in abundance in the in vitro ULF and further increased following rbCAPG exposure. ATL3 is a receptor GTPase involved in the endoplasmic reticulum, promoting tubular fusion and degradation of the tubular endoplasmic reticulum [71]. ATL3 has not yet been discussed in the literature in the context of ULF.

### CAPG may alter the endometrial transcriptome to mediate the immune response and remodel the endometrium

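MMP13 (ENSBTAG00000015059) encodes a collagenase. In bEECs it was at 161 ± 38.8 CPM (SD, n = 3) with VC and 2824 ± 1039 CPM (SD, n = 3) with rbCAPG, with 4424 to 6870 counts per VC sample and 54960 to 109267 counts per rbCAPG sample. Its log2 fold change was 4.13 (standard error 1.02), and it was not called in the main test (adjusted p = 0.112 from edgeR, from 0.00142 to 0.471 across the alternatives), although each rbCAPG sample was above each VC sample. With the replicate number as a block, where same-numbered bEEC samples had a mean correlation of deviations of 0.481, the log2 fold change was 4.05 and the edgeR adjusted p was 0.0250. Its rise of 2663 CPM was exceeded by 10 tested genes, and its log2 fold change was exceeded by 73 tested genes, of which 33 were called.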

Treatment with rbCAPG increased expression of *MMP13* to the greatest extent. A matrix metalloproteinase involved in degrading collagenous extracellular matrix, *MMP13* expression, is modulated at the site of implantation in pigs [72], and extracellular matrix remodeling is highly involved in implantation and placentome formation in cattle [73]. *CCL2* was also increased in response to rbCAPG specifically in stromal cells and has previously been shown to be highly expressed in pregnant endometrium in cattle compared to non-pregnant controls on days 15 and 18 of pregnancy. This in vivo expression was not in response to IFNT, as demonstrated by an ex vivo explant culture [74]. 

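In bEECs with rbCAPG, CXCL5 rose from 19.6 ± 4.99 to 6283 ± 3371 CPM (SD, n = 3), a log2 fold change of 8.32 (standard error 0.74, adjusted p = 9.24e-06 from edgeR, from 1.57e-52 to 0.000709 across the alternatives). GRO1 rose from 2.04 ± 1.36 to 394 ± 97.1 CPM, a log2 fold change of 7.60 (standard error 0.67, edgeR adjusted p = 9.24e-06, range 1.08e-46 to 0.000362), with counts that can include reads of its paralogs. CXCL8 rose from 42.4 ± 63.8 to 433 ± 226 CPM, a log2 fold change of 3.35 (standard error 1.06), and was not called (edgeR adjusted p = 0.277, range 0.00725 to 0.683), with a single VC sample at 3839 counts and the others at 214 and 145. Under the replicate block (mean correlation of deviations 0.481 between same-numbered bEEC samples), CXCL8 was called in bEECs, with a log2 fold change of 4.55 and an edgeR adjusted p of 0.00725. In bESCs, CXCL5 was already at 4740 ± 3459 CPM with VC and rose to 19928 ± 1730 CPM, a log2 fold change of 2.07 (standard error 0.56) that was not past the threshold (edgeR adjusted p = 0.489, range 0.0219 to 1.00). CXCL8 in bESCs rose from 82.1 ± 39.0 to 1443 ± 1267 CPM, a log2 fold change of 4.14 (standard error 1.10, edgeR adjusted p = 0.489, range 0.0194 to 1.00), and CXCL3 rose from 37.4 ± 19.7 to 367 ± 218 CPM, a log2 fold change of 3.30 (standard error 0.52, edgeR adjusted p = 0.0177, range 1.44e-08 to 0.605). Neither CXCL5 nor CXCL8 was called in bESCs with the replicate block (edgeR adjusted p = 0.0767 and 0.0516, where the mean correlation of deviations was 0.396). For each of these comparisons the rbCAPG samples lay above the VC samples.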

Other C-X-C motif chemokines were highly expressed in both cell types in response to rbCAPG. Chemokines have been demonstrated to regulate endometrial–conceptus interactions in cattle [74], pigs [75], and humans [76]. *TNFSF15* was specifically upregulated in stromal cells only, but has previously been identified as a conceptus-specific cytokine [70].

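TNFSF15 (ENSBTAG00000018069) rose in bESCs from 5.93 ± 1.66 CPM (SD, n = 3) with VC to 93.3 ± 55.6 CPM (SD, n = 3) with rbCAPG, a log2 fold change of 3.98 (standard error 0.65, adjusted p = 0.0225 from edgeR, from 3.91e-09 to 0.298 across the alternatives). In bEECs it was at 229 ± 109 CPM with VC, with 4363 to 11585 counts per sample, and at 211 ± 47.0 CPM with rbCAPG, a log2 fold change of -0.11 (standard error 0.57, edgeR adjusted p = 1.00, range 0.950 to 1.00). Tested directly, the change in bEECs minus that in bESCs was -4.09 (standard error 0.84), which was not past the threshold in the main test (edgeR adjusted p = 0.138, range 0.000191 to 0.481) and was past it with the replicate number as a block (edgeR adjusted p = 0.0445).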

In the endometrial epithelial cells, the biological processes most enriched among genes differentially expressed in response to rbCAPG compared to vehicle control samples included: positive regulation of cell migration, positive regulation of cell adhesion, inflammatory response, and extracellular matrix organization. Cell adhesion is a process required for the attachment of the conceptus trophectoderm to the endometrial epithelium (implantation) [77]. Cell migration and extracellular matrix organization may be related to the epithelial-stromal cell communication to promote endometrial remodeling during early pregnancy. Overall, this study supports the notion that CAPG, secreted by the conceptus, supports immune regulation, modulates secretion of ULF, promotes epithelial–stromal cell communication, and implantation processes in cattle.

### PDI exposure may modify the endometrial transcriptome to mediate the inflammatory response to conceptus

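After the counts of every sample were thinned at random to the total of the smallest library, 10072658 counts, 141 genes were called with rbPDI in bEECs and 31 in bESCs. Median totals were higher in bESCs than in bEECs, so thinning could hardly have removed this difference. The replicates of the bESC groups were more spread than those of the bEEC groups, with a biological coefficient of variation of 0.394 over the 9 bESC samples and 0.306 over the 9 bEEC samples. When the 9 samples of each cell type were fitted on their own, 290 genes were called in bEECs and 1 in bESCs. In these fits 2010 and 609 genes had an unadjusted p-value under 0.05. The difference was smaller with the replicate block, at 531 genes in bEECs and 189 in bESCs, and with DESeq2, at 381 and 175.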

Exposure to rbPDI altered the transcriptome of both epithelial and stromal but to a greater extent in epithelial cells. Some of the most highly induced transcripts in epithelial cells (e.g., *M-SAA3.2, SAA3, S100A8, CLEC7A,* and *S100A9*) are linked to immune response [78–80]. 

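With rbPDI, CXCL5 reached 9433 ± 3974 CPM (SD, n = 3) in bEECs, a log2 fold change over VC of 8.91 (standard error 0.76, adjusted p = 4.84e-06 from edgeR, from 1.15e-60 to 0.000544 across the alternatives). In bESCs it reached 31806 ± 6187 CPM, a log2 fold change of 2.75 (standard error 0.57), and was not called (edgeR adjusted p = 0.0790, range 7.66e-05 to 0.452), while with the replicate block (mean correlation of deviations 0.396 between same-numbered bESC samples) it was (edgeR adjusted p = 0.0116). GRO1 reached 559 ± 219 CPM in bEECs, a log2 fold change of 8.10 (standard error 0.68, edgeR adjusted p = 4.73e-06, range 1.60e-53 to 0.000544), and 465 ± 140.0 CPM in bESCs, a log2 fold change of 3.95 (standard error 0.56, edgeR adjusted p = 0.00889, range 1.22e-11 to 0.0918). CXCL3 in bESCs reached 308 ± 60.1 CPM, a log2 fold change of 3.04 (standard error 0.51, edgeR adjusted p = 0.0164, range 2.09e-07 to 0.144). Any reads shared among these related genes were divided in fractions by the counting.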

PDI also induced C-X-C motif chemokine expression in both epithelial and stromal cells, similarly to what was observed for rbCAPG. Specifically, in stromal cells, the expression of *CALCB*, involved in placental development, was increased in response to rbPDI. *CALCB* has been identified as expressed during the “window of receptivity” in human endometrium [81].

Many biological processes were enriched among the genes differentially expressed in response to rbPDI, including many involved in immune response, transport, and adhesion in epithelial cells. Similarly, immune response and adhesion-related biological processes were enriched in stromal cells, in addition to prostaglandin secretion and biosynthesis. PDI, therefore, may modulate the immune response to conceptus in vivo and regulate prostaglandin secretion.

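The 12 genes that Supplementary Table S10 assigns to cellular response to lipopolysaccharide were all higher in bESCs with rbPDI than with VC, by 1.63 to 5.95 on the log2 scale. Of these, 8 were called in the main edgeR test and 12 with the replicate number as a block, and for all 12 the rbPDI and VC samples did not overlap, where chance gives 10%. The table lists genes called with rbCAPG in the same bESCs and the same VC samples, so the rbPDI values are not independent of that choice. From the immune response, adhesion and prostaglandin terms enriched among the genes changed by rbPDI, the paper proposes that PDI may modulate the immune response to the conceptus in vivo and may regulate prostaglandin secretion.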

### PDI also modifies the endometrial secretome in vitro

Two proteins found to be secreted in response to rbPDI were also shown to directly interact with PDI by interaction analysis- COL5A2 and CALU. COL5A2 has been identified as an endometrial receptivity gene upregulated in response to the embryo in humans [82] and during implantation in rabbits [83]. COL5A2 is a fibrillar type of collagen associated with ECM organization; therefore, PDI may promote COL5A2 secretion to act in an autocrine manner upon the endometrium to support implantation. LGMN was secreted in response to rbPDI and has previously been identified as being upregulated in the bovine endometrium during early pregnancy and speculated to be involved in placentome formation, as it is a protease activator and could therefore be involved in endometrial remodeling [84].

A comparison of the proteins differentially abundant in vitro within the 3D endometrium-on-a-chip system to those altered following exposure to rbPDI revealed seven overlapping proteins. Two of those proteins (LGMN and FABP1) were decreased in the in vitro ULF, indicating that the cells were taking up the proteins from the culture medium rather than secreting them as ULF proteins. IL6 was increased in the in vitro ULF proteins compared to unconditioned samples and further increased by exposure to rbPDI. IL6 has been shown to be increased in the uterine lumen in mice during pregnancy [85] and secreted into the uterine lumen in cattle [86]. IL6 is involved in conceptus development and attachment in pigs [87] and is known to be secreted in response to bacterial infection [88]. Growth differentiation factor (GDF15) was significantly increased in the in vitro ULF but decreased by exposure to rbPDI, indicating that rbPDI decreases secretion of GDF15. GDF15 is involved in promoting embryo endometrial invasion [89] and has recently been linked to causing hyperemesis gravidarum in humans [90]. PDI may therefore alter the endometrial secretome to modulate embryo invasion and mediate the endometrial immune response to conceptus during early pregnancy.

### PDI and CAPG differentially altered the transcriptome in the endometrium-on-a-chip system

A comparison of the transcriptomic response of the epithelial and stromal cells cultured within the 3D endometrium-on-a-chip system revealed that many (37–90% of total DEGs) of the differentially expressed genes were commonly altered between both rbCAPG and rbPDI exposure. This indicates that the proteins may have overlapping functions in vivo. rbCAPG altered minimal (32 transcripts in bEECs and six transcripts in bESCs) DEGs, which were also not altered by rbPDI. Comparing previously published data also demonstrates an overlap in the transcriptional response to rbCAPG [28] and rbPDI [30] under static culture conditions. Enrichment analysis did not reveal any enriched GO terms among the limited DEGs. However, rbPDI altered more transcripts, which were not altered by rbCAPG (227 in bEECs and 101 in bESCs). Enrichment analysis on those 227 DEGs revealed many enriched GO terms, many of which were related to immune system regulation in bEECs, but also apoptotic clearance and protein deubiquitination. The 42 DEGs specific to rbPDI exposure in bESCs identified the GO terms collagen catabolic process and extracellular matrix organization. Remodeling of the endometrium occurs during embryo implantation, and collagens and other extracellular matrix proteins have been shown to be altered during the implantation and placentome formation stages in cattle [73]. Therefore, PDI may have a role in endometrial remodeling during early pregnancy in cattle and be secreted by the conceptus to promote this in vivo*.*

### 3D endometrium-on-a-chip system demonstrates both differences and similarities in secretome and transcriptome response to conceptus-derived proteins compared to static in vitro cell culture

Of the differentially expressed genes elicited by CAPG/PDI in the 3D endometrium-on-a-chip system, between 72 and 95% (varied between cell types and treatment) of those were specific to the 3D culture system, whereas 5–28% of transcripts were also altered in the static 2D systems [28, 30]. This indicates that the endometrial response to conceptus-derived proteins differs when under flow and when epithelial cells are exposed to stromal cells (recapitulating the in vivo endometrial structure), compared to under standard static culture techniques. This reinforces our need to develop 3D in vitro models to study endometrial–conceptus communication to better model the in vivo environment. One gene found highly expressed in response to rbCAPG in the 3D culture system only was *RIPPLY3*, which has previously been found to be upregulated in the endometrium during the window of implantation in pregnant mice [91].

The secretome of the 3D endometrium-on-a-chip from the epithelial side was wholly different from that of the 2D epithelial-only channel in response to rbPDI [30]. This demonstrates that the 3D co-culture of stromal and endometrial cells changes how they function, as evidenced by work showing stromal cells support epithelial cell growth and differentiation in human in vitro cultures [92], further supporting our need for in vitro culture systems which consider and recapitulate aspects of the in vivo environment.

## Conclusion

Future work should further develop in vitro co-culture techniques to investigate early pregnancy events, such as the endometrial response to IFNT (the pregnancy recognition signal in ruminants such as cattle), which has been investigated extensively (reviewed by [93]). The effect of IFNT upon the endometrium has not been investigated in vitro using a microfluidic or organ-on-a-chip approach to date, and therefore would be a logical next step to utilize this technology. Similarly, fabricating devices in which the cells are accessible once seeded would allow investigators to assess the integrity of the epithelial monolayer [94] and incorporating the use of hydrogels or extracellular matrix proteins [95] to culture stromal cells in a 3D conformation rather than a monolayer could further improve the similarity of this in vitro endometrium-on-a-chip to in vivo endometrial tissue. rbPDI and rbCAPG were used at a concentration of 1 μg/mL due to previous work within the group and to be able to directly compare different cell culture systems [28, 30]; however, it is currently unknown what the physiological concentrations of proteins within ULF are. Further work is therefore needed in this area to clarify in vivo concentrations.

In conclusion, we have demonstrated that a 3D bovine microfluidic endometrium-on-a-chip was successfully utilized to mimic the endometrium, ULF secretion, and exposure to conceptus-derived proteins. The in vitro ULF produced from the endometrial side of the 3D bovine endometrium-on-a-chip system had limited similarity to in vivo day 16 non-pregnant ULF, but exposure to conceptus-derived protein, PDI and CAPG altered the secretome and transcriptome of the bovine endometrium-on-a-chip in a protein-specific manner. The endometrial response to rbPDI was also shown to differ in the 3D system compared to a previously used 2D microfluidic system, indicating the importance of using co-culture systems.

## Supplementary Material

Updated_supplementary_tables_ioaf077

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [39] and are accessible through GEO Series accession number GSE287563. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [40] partner repository with the dataset identifier PXD059725.

How the deposited data were processed for this re-analysis (not part of the article)

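The data were RNA sequencing libraries from 18 samples of the 3D endometrium-on-a-chip device: bEECs and bESCs, each with VC, rbCAPG or rbPDI for 24 h, with n = 3 samples per group. The replicate numbers in the labels and the paper stand for 3 animals, and each device held both cell types of 1 animal, which is where the pairing of samples comes from. Each sample was mapped to its group and replicate by its labels and the paper's methods, and 0 columns of the table were left unused.

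The authors trimmed the paired-end reads with Trimmomatic, aligned them with STAR to the bovine genome and counted them on Ensembl genes with featureCounts, and the deposited values are estimated counts, not normalized, since the authors divided reads with several matches or several overlapping genes into fractions. Of the values for 36075 genes, 23.3% were not whole. No strand option is stated for this step. Reads shared by related genes, by overlapping genes or by genes on opposite strands cannot be separated from these values.

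From there, the counts were rounded to whole numbers and analysed in R 4.3.3. Genes with low counts were removed by edgeR's filterByExpr over the 6 groups, which left 17931 genes, and counts were normalized by the TMM method. The main test was the quasi-likelihood F-test of edgeR 4.0.16, with a mean for each of the 6 groups fitted to all 18 samples (12 residual degrees of freedom, prior degrees of freedom 4.36, common dispersion 0.130). P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called at an adjusted p-value under 0.05 with an absolute log2 fold change above 1. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. Interaction terms compared the change with a protein in bEECs with that in bESCs. Where all samples of a group had 3 counts or fewer, the fold change is the mean of the other group divided by that floor. It is a lower bound for the group means only, and a single high sample can raise it. Principal components were computed from the 500 most variable genes after the variance-stabilizing transformation of DESeq2 1.42.0.

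Both test procedures were tested on a single set of simulated data with the real genes and library sizes, with 200 of 17931 genes changed. Each gene had its mean over all 18 samples and the spread estimated by edgeR. The difference between the cell types and the pairing by animal were therefore not simulated. edgeR called 180 genes, of which 174 were changed (87.0% of the changed genes) and 6 were not. DESeq2 called 245, of which 187 were changed (93.5%) and 58 were not. In a comparison with no changed gene, edgeR called 0 genes and DESeq2 called 1.

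Total counts ran from 10072851 to 44253149 per sample, and 3 counts are 2.98e-05% of the smallest total and 6.78e-06% of the largest. Such floors cover counting error only. With 3 samples against 3, an exact permutation test cannot give a two-sided p-value under 0.1, so adjusted p-values of single genes come from edgeR or DESeq2.

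The alternatives were DESeq2's Wald test with a local fit, DESeq2's size factors in edgeR, no filter on low counts (29859 genes), at least 10 counts in at least 9 samples (15712 genes), fits to the 9 samples of one cell type or to the 6 samples compared, the replicate number within cell type as a block (8 residual degrees of freedom), no limit on the fold change, a test against a log2 fold change of 1 (glmTreat), unrounded values, and each sample left out in turn. The plan set no alpha for the independent filtering of DESeq2. It was run at 0.05, the paper's threshold, and the default of 0.1 was added after seeing the data. Ranges and numbers of alternatives given for single genes leave out glmTreat, the lack of a fold change limit and this default. Since glmTreat called fewer genes than the main test, the upper ends of these ranges can be too low.

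Genes were to be named by a fixed rule: those the paper names for the RNA data or shows in Figs 4C, 5B and 7, the members in Supplementary Tables S9 and S10 of the terms it names, the 3 higher and 3 lower called genes with the smallest p-values in each comparison whose samples did not overlap and that have a symbol, the genes of the added proteins and markers, and the genes of the proteins in Tables 2 and 4. Which of these genes are given with full statistics was chosen after their values were seen. Symbols came from Supplementary Tables S6 and S7, which hold 245 identifiers, 190 of them with a symbol. The gene table given as reference is of another assembly and held 0 matching identifiers, so it was not used here. Of 62 genes the paper names or lists in these terms, 45 (72.6%) have an identifier there, and the others were not analysed here, CAPG and P4HB among them. Of 39 cell type marker genes, 8 (20.5%) have one, which is under 80%, so marker checks were void and were not run. Biotypes were known only for the listed genes, so calls were counted over all biotypes, and the planned restriction to protein-coding genes and lncRNAs was not run. The proteomics and 2D culture experiments were not analysed here.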

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

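The tests of the genes that Supplementary Table S6 does not list were chosen only after that result was seen, and the other tests in this part were set before their results.

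The library of rbPDI bESCs replicate 1 had at least 1 count for 17987 genes, far fewer than the other 8 bESC libraries. Its gap to the nearest of them was 0.717 of the range of the 9 libraries, above Dixon's 95% critical value for 9 values. Among 8 such comparisons of library measures 1 was past its critical value, and chance gives about 1 in 20. This library also had the lowest total, 10072851 counts. After every library was thinned to 10072658 counts, the other bESC libraries had 18260 to 19149 genes. This library still had the fewest, but the gap was 0.235 of the range, below the critical value. The lower depth of this library may therefore account for the gap. No biological explanation was tested, since the library shares its group with replicates 2 and 3. Leaving it out gave 28 called genes with rbPDI in bESCs, against 32 with it.

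The change differed between bEECs and bESCs for 12 genes with rbCAPG and for 17 genes with rbPDI by the interaction test. When the VC and protein labels were exchanged within same-numbered pairs, 6 of 32 relabellings gave as many genes as the real labels with rbCAPG and 5 of 32 with rbPDI, the real one included. All of the others that did so kept the real labels of the bEEC samples and exchanged labels among the bESC samples, so they still carried the change in bEECs. Exchanging all bESC labels, which turns the difference between the changes into their sum, gave 94 and 173 genes. Relabellings that exchanged labels among the bEEC samples called 0 genes, with 149 to 1611 and 204 to 720 genes at an unadjusted p-value under 0.05. A relabelling that keeps the bEEC labels is therefore no picture of chance, and these counts leave open whether chance labels would give as many genes. Of the 12 and the 17 genes, 0 and 0 had 3 counts or fewer in all 6 bESC libraries compared (613 and 846 genes had an unadjusted p-value under 0.05). A gene at that floor can hardly be called in an interaction, so this does not rule out low counts in bESCs. After thinning every library to the total of the smallest, 6 and 4 genes were called, so the numbers also depend on the depth. With rbPDI, the interaction was called under all 18 alternatives run for single genes in CXCL5 (largest edgeR adjusted p = 0.0286) and CXCL3 (largest edgeR adjusted p = 0.0227), and CXCL5 had 83215 counts or more in each bESC library, so low depth is not the reason in CXCL5. A different change of CXCL5 and CXCL3 in the cell types is a hypothesis, and reads shared with related genes were not separated in either gene.

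Of the 92 genes called with rbCAPG in bEECs, 76 are not listed in Supplementary Table S6, a signal in genes outside the paper's list. All 76 were also called by DESeq2, and 73 were called with rbPDI in bEECs. DESeq2 with the paper's local fit and its default alpha called 271 genes, among them all 189 that the table lists, with log2 fold changes that differed from the table's by at most 2.96e-05. Of the 82 genes not listed, 80 had adjusted p-values of at most 9.54e-05, below that of every listed gene (smallest 0.000128), and 81 were higher with rbCAPG. Supplementary Table S7 is not shortened in this way, since 21 of its genes lie below the smallest value of Supplementary Table S6, 0.000131. A restriction by biotype is not the reason for 18 of the 82 genes, because Supplementary Table S7, which holds the same biotypes, lists them, and the biotypes of the others are not known. Low counts are not the reason either, because the median mean count of the missing genes was 2.32 times that of the listed genes (807 against 348). The rbPDI calls shared 157 genes with Supplementary Table S6, which is the paper's number, and 237 with the full DESeq2 list. The rbCAPG genes shared between the cell types numbered 10 with Supplementary Table S6, again the paper's number, and 28 with the full DESeq2 list. The published list thus lacks 80 genes with smaller adjusted p-values in DESeq2 than any listed gene. A candidate explanation of the paper's overlaps is that they were taken from this list. Why the genes are absent cannot be seen from the data.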

How the results depend on the processing

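The alternatives in this part were set before the data were examined, except DESeq2 with its default alpha of 0.1, which was chosen after seeing the data, and no other test in this part was chosen after its result was seen. In the main test 92 and 17 genes were called with rbCAPG in bEECs and bESCs, 145 and 32 with rbPDI, 12 and 17 in the interactions, 11 and 18 in both cell types, 86 and 17 with both proteins, and 6, 59, 0 and 15 only with rbCAPG in bEECs, only with rbPDI in bEECs, only with rbCAPG in bESCs and only with rbPDI in bESCs. The values below follow this order. For each alternative named with values, the cause was not tested.

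DESeq2 in place of edgeR called 270 and 71 genes with rbCAPG, 381 and 175 with rbPDI, 47 and 85 in the interactions, 30 and 63 in both cell types, 235 and 63 with both proteins, and 35, 146, 8 and 112 with only one protein. With its default alpha these were 271 and 66, 385 and 163, 45 and 85, 28 and 62, 237 and 60, and 34, 148, 6 and 103. On simulated data DESeq2 also made more false calls than edgeR, 58 against 6. Those data had no difference between the cell types and no pairing by animal, and took their spread from edgeR. They do not show how many of the added DESeq2 calls in the real data are false.

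The replicate block, which uses the pairing of samples by animal (mean correlation of deviations 0.481 in bEECs and 0.396 in bESCs), gave 392 and 86 genes with rbCAPG, 531 and 189 with rbPDI, 40 and 79 in the interactions, 38 and 82 in both cell types, 337 and 78 with both proteins, and 55, 194, 8 and 111 with only one protein. Of the genes called without the block, 91 of 92, 17 of 17, 145 of 145 and 32 of 32 were also called with it.

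Testing against a log2 fold change of 1 with glmTreat gave 44 and 4 genes with rbCAPG, 67 and 4 with rbPDI, 1 and 5 in the interactions, 3 and 3 in both cell types, 44 and 3 with both proteins, and 0, 23, 1 and 1 with only one protein. Fitting the 9 samples of one cell type gave 152 and 1 genes with rbCAPG, 290 and 1 with rbPDI, 1 and 1 in both cell types, and 148 and 1 with both proteins, with 142 only with rbPDI in bEECs and 0 in bESCs. Fitting only the 6 samples compared left 0 genes with rbCAPG in bESCs (277 at an unadjusted p-value under 0.05), 3 with rbPDI in bESCs, 0 and 2 in both cell types, 0 with both proteins in bESCs, and 89 and 3 only with rbPDI. With no filter on low counts, 30 and 54 genes were called in bESCs with rbCAPG and rbPDI, 23 and 27 in the interactions, 30 in both cell types with rbPDI, 28 with both proteins in bESCs, 98 and 26 only with rbPDI, and 2 only with rbCAPG in bESCs.

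DESeq2's size factors in edgeR, at least 10 counts in 9 samples, no limit on the fold change and unrounded values kept every one of these numbers within 1.5 times the main number. The direct comparison of rbPDI with rbCAPG gave 0 genes in bEECs and bESCs under all of the alternatives run for it, the fits that left out a sample included (103 and 319 at an unadjusted p-value under 0.05 in the main test). PC1 held 92.4% of the variance in the main setting, 76.6% with all genes that passed the filter, and 92.1 to 93.3% with each sample left out.

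Leaving out 1 sample of the groups compared at a time gave 48 to 77 and 0 to 20 genes with rbCAPG in bEECs and bESCs, and 75 to 123 and 7 to 43 with rbPDI. It gave 0 to 12 and 6 to 18 in the interactions, 0 to 12 and 5 to 22 in both cell types, and 48 to 77 and 0 to 16 with both proteins in bEECs and bESCs. Genes called with only one protein were 0 to 11 with rbCAPG and 21 to 75 with rbPDI in bEECs, and 0 to 4 and 6 to 30 in bESCs.

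Among 60 log2 fold changes of named genes, the only change of direction was TNFSF15 with rbCAPG in bEECs, at -0.11 in the main test and from -0.40 to 0.32 across the fits that each left out a sample, never past the threshold, and the cause was not tested. DESeq2 moved 18 of the 60 past the threshold and the block moved 14, with no loss under either. With no filter 11 gained and 1 lost the call, and with DESeq2's size factors 2 lost it. Fitting 9 samples left 29 unchanged, gained 7 and lost 15. Fitting 6 samples left 28 unchanged, gained 5 and lost 16. Neither of these fits gave a value for the rest of the 60. Unrounded values changed 0 of the 60 calls. The minimum of 10 counts in 9 samples left 56 unchanged and gave no value for the others. In the lowest of the fits that left out a sample 14 lost the call, and in the highest 11 lost and 3 gained it.

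The interactions depend on the depth of the libraries. With all libraries thinned to the depth of the smallest, rbPDI bESCs replicate 1, 91, 14, 141 and 31 genes were called with rbCAPG and rbPDI in bEECs and bESCs, in the order rbCAPG bEECs, rbCAPG bESCs, rbPDI bEECs and rbPDI bESCs, but 6 and 4 in the interactions. Leaving that library out did not raise the interactions, with 11 genes for rbCAPG and 12 for rbPDI. The alternative of counting all biotypes in place of protein-coding genes and lncRNAs was not run, because biotypes were not known for most genes and the main numbers already cover all of them.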

Differences from the paper's values

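The paper reports 189 genes changed by rbCAPG in bEECs, and 92 were called here. Of the alternatives set before the data were examined, DESeq2 (270), the 9 samples of one cell type (152) and the 6 samples compared (130) came within 1.5 times the paper's number, and the block (392) and the others did not. For rbCAPG in bESCs the paper's number is 66 against 17 here. DESeq2 (71) and the block (86) came within 1.5 times of it and the others did not, and DESeq2 with its default alpha, chosen after seeing the values, gave 66. For rbPDI in bEECs the paper's number is 384 against 145, with DESeq2 (381), the 9 samples (290) and the block (531) within 1.5 times and the others not, and DESeq2 with its default alpha, chosen after seeing the values, gave 385. For rbPDI in bESCs the paper's number is 161 against 32, with DESeq2 (175) and the block (189) within 1.5 times and the others not, and the default alpha, chosen after seeing the values, gave 163. DESeq2 with a local fit is the test named in the paper's methods.

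The paper's number of genes changed by rbPDI in both cell types is 61, against 18 here. DESeq2 (63) and the block (82) closed this gap and the others did not, and the default alpha, chosen after seeing the values, gave 62. For genes changed by both proteins in bEECs the paper's number is 157 against 86. DESeq2 (235), no filter (118), the 9 samples (148) and the 6 samples (121) were within 1.5 times of it, the others were not, and the default alpha, chosen after seeing the values, was not either (237). The rbPDI calls of DESeq2 with the default alpha set against the genes listed in Supplementary Table S6, a comparison chosen after seeing the values, shared 157. In bESCs the paper's number is 60 against 17, with DESeq2 (63) and the block (78) within 1.5 times and the others not, and the default alpha, chosen after seeing the values, gave 60.

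For genes changed only by rbCAPG in bEECs the paper's number is 32 against 6, and DESeq2 (35) closed the gap, as did the default alpha chosen after seeing the values (34), while the block (55) and the others did not. For genes changed only by rbPDI in bEECs the paper's number is 227 against 59, and of the alternatives set before the data were examined only the block (194) came within 1.5 times, while DESeq2 (146) and the others did not, nor did the default alpha chosen after seeing the values (148). Set against the genes listed in Supplementary Table S6 in place of its own rbCAPG calls, a comparison chosen after seeing the values, DESeq2 with the default alpha gave 228. In bESCs the paper's numbers are 101 only with rbPDI, against 15, and 6 only with rbCAPG, against 0 (491 genes had an unadjusted p-value under 0.05 with rbCAPG). DESeq2 gave 112 and 8, the block gave 111 and 8, and the default alpha, chosen after seeing the values, gave 103 and 6, and the others did not close these gaps. Size factors, the minimum of 10 counts in 9 samples, no limit on the fold change, glmTreat and unrounded values closed none of the gaps above.

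The paper states 53.6 M reads per sample on average after trimming, and the deposited counts sum to 34.9 M per sample on average. The first number is from before alignment and the second covers only what was assigned to genes, so they need not be equal. None of the alternatives bears on this.

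The paper's shared genes of rbCAPG in both cell types number 10, and 11 were shared here, but 0 of the paper's 10 were among these 11 (1292 and 491 genes had an unadjusted p-value under 0.05 in bEECs and bESCs). All 10 were among the shared genes of DESeq2 and 7 among those of the block. The 11 genes are all listed for bESCs in Supplementary Table S7 and none is listed for bEECs in Supplementary Table S6. Fig. 4C places CXCL2 and CX3CL1 with the genes changed only in bESCs, and both were called in bEECs here, with edgeR adjusted p-values of 9.24e-06 and 0.000361. It places CSF3, CCL20 and IL6 with the shared genes, and none was called in bEECs in the main test. DESeq2, the block, no filter and the fits to 9 and to 6 samples each called all of them in bEECs. CSF3 was not called in bESCs in the main test either, and DESeq2, the block and no filter called it. It places CLEC1A and IL37 with the genes changed in bEECs. Neither was called here, DESeq2 called both, and the block and the 9 samples called CLEC1A. DESeq2 also called IL37 in bESCs (adjusted p = 0.0446, from 0.0446 to 1.00 across the alternatives).

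The paper gives MMP13 as the gene raised most by rbCAPG. Its log2 fold change of 4.13 was below that of 73 tested genes and of 20 genes listed in Supplementary Table S6, and its rise of 2663 CPM was below that of 10 tested genes, 2 of them in that table. MMP13 was not called in the main test (edgeR adjusted p = 0.112), and DESeq2 (0.00786), the block (0.0250), no filter and the fits to 9 and to 6 samples called it, within a range of 0.00142 to 0.471 across the alternatives. HAS2 and TEK in bEECs and NOS2, CX3CL1, CXCL5 and CXCL8 in bESCs, which the paper lists as changed by rbCAPG, were not called in the main test. DESeq2 called all of them, the block called TEK, NOS2 and CX3CL1, no filter called NOS2 and CX3CL1, the 9 samples called TEK, and some of the fits that left out a sample called NOS2. CXCL5 in bESCs with rbPDI was called by DESeq2, the block, no filter and some of the fits that left out a sample, but not in the main test. Over the whole lists, 16 of the 189 genes in Supplementary Table S6 and 17 of the 66 in Supplementary Table S7 were called in the main test. The block called 153 and 50 of them, DESeq2 called 188 and 66, and DESeq2 with its default alpha, chosen after seeing the values, called 189 and 66.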

Other observations

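The test of the spread between replicates in this part was chosen only after the result was seen, and the other tests in this part were not.

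The changes with rbCAPG and rbPDI were alike across genes, and a candidate explanation is the noise of the VC samples that both comparisons use. With a different VC sample behind each fold change, the mean correlation across genes over 6 combinations was 0.458 in bEECs (0.366 to 0.537), against 0.611 with the same VC sample, so this noise accounts for only part of the likeness there. In bESCs it was 0.113 (-0.121 to 0.222) against 0.425, so in bESCs the likeness across all genes cannot be told apart from the noise of the common VC samples. A different VC sample also comes from another animal. Same-numbered samples deviated together (mean correlation 0.481 in bEECs and 0.396 in bESCs), so these drops can mix VC noise with the animal. Genes are not independent replicates. The proteins were made and added in the same way, and a component common to both preparations could also act on the cells, but no sample here tests that. In the direct comparison, 0 genes differed between the proteins in either cell type (103 and 319 at an unadjusted p-value under 0.05). With a real number of 0, any split gives as many (4 of 4 splits that part the same-numbered pairs in bEECs, and 4 of 4 in bESCs), so the splits do not bear on whether the proteins differ.

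Other splits of the 6 samples of each comparison were tested as well. Among the 4 splits that part the 3 same-numbered pairs, only the real one reached its number of genes, which is 1 of 4 for rbCAPG in bEECs, 1 of 4 for rbCAPG in bESCs, 1 of 4 for rbPDI in bEECs and 1 of 4 for rbPDI in bESCs. The other splits called 0 genes, with 129 to 385, 170 to 1401, 126 to 298 and 423 to 519 genes at an unadjusted p-value under 0.05. With 4 splits the share cannot go under 0.05, so this test could not have set a split by chance aside whatever its outcome, and it is no evidence for one. The 6 remaining splits of each comparison part only 1 pair and also called 0 genes, with at most 1340, 3079, 2046 and 2230 at an unadjusted p-value under 0.05.

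More genes were called in bEECs than in bESCs with both proteins. After every library was thinned to the total of the smallest, the number in bEECs was 6.5 times that in bESCs with rbCAPG and 4.55 times with rbPDI. The median total was higher in bESCs than in bEECs in each group, and thinning changed the numbers of called genes little, so this test could hardly have come out otherwise. The spread between replicates was 1.29 times as large in bESCs as in bEECs (biological coefficient of variation 0.394 and 0.306), and 1.46 times with the block. The larger spread in bESCs may therefore account for part of the difference. In the interaction test the log2 fold change was larger in bEECs for 12 of the 12 genes past the thresholds with rbCAPG and for 15 of the 17 with rbPDI. Alternatives were less one-sided. With the replicate block it was larger in bEECs for 34 genes and in bESCs for 6 with rbCAPG, and for 65 and 14 with rbPDI. DESeq2 gave 41 and 6, and 68 and 17. Without rbPDI bESCs replicate 1, the rbPDI numbers were 8 and 4. For genes not past the thresholds a weaker response of bESCs was not separated from the larger spread of bESCs. Nor does a larger log2 fold change in bEECs by itself show a larger rise in level. With rbCAPG, CXCL5 rose from 19.6 to 6283 CPM in bEECs and from 4740 to 19928 CPM in bESCs.

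Genes called in both cell types could in principle reach the bESC libraries as RNA of bEECs from the same device. From 100 genes restricted to bEECs, the carried-over share was estimated at 0.0524 to 0.173% in the rbCAPG devices and 0.0759 to 0.185% in the rbPDI devices. The level of the shared genes in bESCs was 1359 times what this predicts with rbCAPG (median over 11 genes, smallest 552 for NFKBIA) and 612 times with rbPDI (median over 18 genes, smallest 23.0). This ratio uses the whole bESC level and not its rise over VC, and TNIP1 and NFKBIA were already at 73.5 and 53.1 CPM in VC bESCs. The ratio alone therefore does not test the rise. NFKBIA rose to 179 CPM in rbCAPG bESCs, and its level in rbCAPG bEECs was 299 CPM. Carry-over of at most 0.173% is therefore unlikely to explain the rise of NFKBIA. Every gene called with rbCAPG in bESCs had a log2 fold change of at least 1.55, so most of its level there was rise. That level was at least 552 times the predicted carry-over in each of the 11 shared genes. These values argue against carry-over of this size as the source of the rise in those 11 genes. With rbPDI the smallest ratio was 23.0, and the rise was not set against the carry-over. A response of both cell types remains as a hypothesis.

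CXCL2, CXCL3 and GRO1 were higher with both proteins in both cell types, and reads shared between them could carry a rise of one gene into the others. Of their values in the 18 libraries, 48 held a fraction, so some reads were divided with other genes. A fraction shows neither the other gene nor the number of reads divided. Sharing among CXCL2, CXCL3 and GRO1 was therefore not measured and cannot be ruled out. Which of the genes rose cannot be told from these counts.

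TNFSF15 was at 229 ± 109 CPM (SD, n = 3) in VC bEECs and 93.3 ± 55.6 CPM (SD, n = 3) in rbCAPG bESCs, so its level in untreated bEECs was not below that of treated bESCs. The paper does not report this level.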
